# Molecular dissection of the migrating posterior lateral line primordium during early development in zebrafish

**DOI:** 10.1186/1471-213X-10-120

**Published:** 2010-12-13

**Authors:** Viviana E Gallardo, Jin Liang, Martine Behra, Abdel Elkahloun, Eduardo J Villablanca, Vincenzo Russo, Miguel L Allende, Shawn M Burgess

## Abstract

**Background:**

Development of the posterior lateral line (PLL) system in zebrafish involves cell migration, proliferation and differentiation of mechanosensory cells. The PLL forms when cranial placodal cells delaminate and become a coherent, migratory primordium that traverses the length of the fish to form this sensory system. As it migrates, the primordium deposits groups of cells called neuromasts, the specialized organs that contain the mechanosensory hair cells. Therefore the primordium provides both a model for studying collective directional cell migration and the differentiation of sensory cells from multipotent progenitor cells.

**Results:**

Through the combined use of transgenic fish, Fluorescence Activated Cell Sorting and microarray analysis we identified a repertoire of key genes expressed in the migrating primordium and in differentiated neuromasts. We validated the specific expression in the primordium of a subset of the identified sequences by quantitative RT-PCR, and by *in situ *hybridization. We also show that interfering with the function of two genes, *f11r *and *cd9b*, defects in primordium migration are induced. Finally, pathway construction revealed functional relationships among the genes enriched in the migrating cell population.

**Conclusions:**

Our results demonstrate that this is a robust approach to globally analyze tissue-specific expression and we predict that many of the genes identified in this study will show critical functions in developmental events involving collective cell migration and possibly in pathological situations such as tumor metastasis.

## Background

The formation of an embryo and its organ systems requires the coordination of diverse cellular behaviors to achieve proper development of form and function. Cells must migrate, often collectively, and proliferate in a regulated way, while simultaneously carrying out specific developmental programs. A full characterization of these events requires a description of the cellular histories (lineage) and knowledge about the molecules that regulate these processes.

Active cell movements take place not only during the development of organisms, but also in processes that occur during adult life. For example, in the immune system, an effective immune response depends on the regulated traffic of its cellular components. Disrupted cell migration also contributes to several important pathological processes, including cancer and chronic inflammatory diseases such as rheumatoid arthritis and multiple sclerosis.

To date, most knowledge about cell migration is based on *in vitro *studies of single cells in two-dimensional cultures. These studies have allowed great progress on the intracellular events that take place during cell motility, elucidating the details of the cellular machinery driving migration. However, *in vivo *models of collective cell migration have been less intensely studied because of the inherent difficulty in undertaking such analyses. Recently, the migrating primordium of the zebrafish posterior lateral line has emerged as an attractive system for genetic analysis of cell migration and tissue organization and for understanding how these processes are controlled [1-9].

The lateral line is a mechanosensory system present in fish and amphibians that responds to water movements and is involved in a large variety of behaviors such as predator avoidance, prey detection, or swimming in schools [10,11]. This sensory system is formed by a number of discrete sense organs, the neuromasts, distributed over the body in species-specific patterns. The neuromasts of the head form the anterior lateral line (ALL), while the neuromasts of the trunk and tail, including those on the caudal fin, form the posterior lateral line (PLL). In zebrafish, the embryonic PLL comprises 7-8 neuromasts and its development begins at 20 hours post-fertilization (hpf) when a group of about 120 cranial placodal cells delaminates and begins to migrate collectively along the horizontal myoseptum towards the tail of the developing larva [12]. During its journey, the PLL primordium deposits groups of 15-20 cells (proneuromasts) at regular intervals and, a few hours after deposition, each proneuromast differentiates into a functional neuromast. They contain at least three cell types, including the mechanosensory hair cells and, therefore, the primordium contains multipotent progenitors for different cell types. Progenitors are also set aside within mature neuromasts, as damage to these organs is followed by functional recovery due to robust regeneration of hair cells and other structural elements [13-19].

One of the essential features of the migrating lateral line primordium is that its cells must become organized in order for them to migrate coherently and produce a functional organ. Today, it is known that the primordium of the LLP contains mesenchymal-like cells at its leading edge and, towards the trailing edge, 2 to 3 groups of rosette-shaped polarized cell clusters are formed, each corresponding to a proneuromast. Moreover, recent studies have shown that ligands of the FGF family, *fgf3 *and *fgf10*, are essential for the internal organization, patterning and migration of the primordium and therefore for correct neuromast deposition [4,5]. These ligands, together with Wnt pathway activation, are responsible for the restricted expression of the chemokine receptors CXCR4b and CXCR7b in the different compartments of the primordium [6]. Both these chemokine receptors, and the SDF1a/CCL12 ligand, are critical for proper directional guidance of the primordium cells as inactivation of these molecules produces alterations in the migration pattern of the primordium [1-3,20,21]. While directionality of migration is affected under these conditions, the migratory behavior of the cells themselves is not impaired, suggesting that independent pathways may regulate directionality and movement of the cells. Thus, there are likely to be numerous additional molecules involved in the process.

As the PLL primordium migrates, cells are simultaneously dividing and undergoing developmental programs that will build the functional lateral line. Hair cells and accessory cells derive from migratory primordium cells and their fates become apparent prior to neuromast deposition. The proneural master control gene for hair cell fate, *atonal homolog 1a *(*atoh1a*), is expressed in the center of the rosettes that form successively within the primordium [22,23]. Likewise, the neurogenic genes *delta *and *Notch *participate in cell type specification in neuromasts and are detected in presumptive neural and accessory cell progenitors, respectively [22,24].

The identification of new molecules that control the directional movement of the primordium, cell proliferation and subsequent differentiation of hair cells and other cell types will contribute to a better understanding of the processes leading to development of the mechanosensory lateral line, which shares many physiological properties with the mammalian auditory system. More importantly, formation of this organ shares molecular mechanisms with processes involved in cancer metastasis [8] and immune system cell migration [25].

In this study, we carried out a global survey of genes expressed in the PLL primordium and in maturing neuromasts. We have taken advantage of the ClaudinB:GFP transgenic zebrafish line (*cldnb:gfp*) [1], in which primordium and neuromast cells specifically express the membrane-bound enhanced Green Fluorescent Protein (eGFP). We have isolated GFP expressing cells as well as non-labeled cells at two different developmental stages (36 and 48 hpf) using Fluorescence Activated Cell Sorting (FACS). We show that comparison of expression profiles from GFP-positive and GFP-negative cells by microarray analysis allows identification of genes highly expressed in the migrating primordium (36 hpf set) and in deposited neuromasts (48 hpf set). Thus, the expression profiles of lateral line precursors during and after the migratory phase could be compared. We further concentrated on the 36 hpf set of data, to find molecules belonging to diverse cellular and developmental processes. Using this approach, we demonstrated its utility for the identification of genes involved in morphogenesis, migration and cell type specification within the migrating PLL primordium in the zebrafish. Importantly, some of the identified gene products can also open new insights into a more global comprehension of cell migration, which may be crucial to create efficient therapies to treat human diseases such as cancer and autoimmune disease.

## Results

### Isolation of primordium cells (36 hpf set)

The *cldnb:gfp *transgenic zebrafish line expresses membrane-bound GFP in the PLL primordium and neuromasts, in the olfactory system, the ear, branchial arches, and a lower amount of expression in the pronephros and skin in embryos and larvae [1]. As we wished to isolate mostly primordium and neuromast cells -and avoid other labeled cell types- we proceeded to dissect 36 hpf and 48 hpf embryo tails by sectioning the animals at the end of the yolk extension (posterior to the cloaca) (Figure 1). At 36 hpf the PLL primordium has migrated beyond the yolk extension (Figure 1A-B) and, therefore, GFP-labeled cells in the tail sections include almost exclusively lateral line precursors. To confirm proper recovery of the migrating primordium at 36 hpf, isolated tail fragments were observed under fluorescence (Figure 1C). We then processed them for RT-PCR using primers specific for genes with known expression patterns in the PLL such as *cxcr4b *[20], *epcam *[26] and *cldnb *[1] (Figure 1D). Additionally, we carried out *in situ *hybridization to detect expression of *eya1*, a gene specific to the primordium at this stage [27] (data not shown). These controls all showed that, under our experimental conditions, the primordium was present in the entire population of dissected tail fragments. Embryo tails were immediately processed for cell isolation. Cells were passed through a flow cytometer and two cell populations were separated: GFP+ and GFP- (Figure 2A-B). The GFP window selected for flow cytometry indicates that purity was higher than 95%.

**Figure 1:**
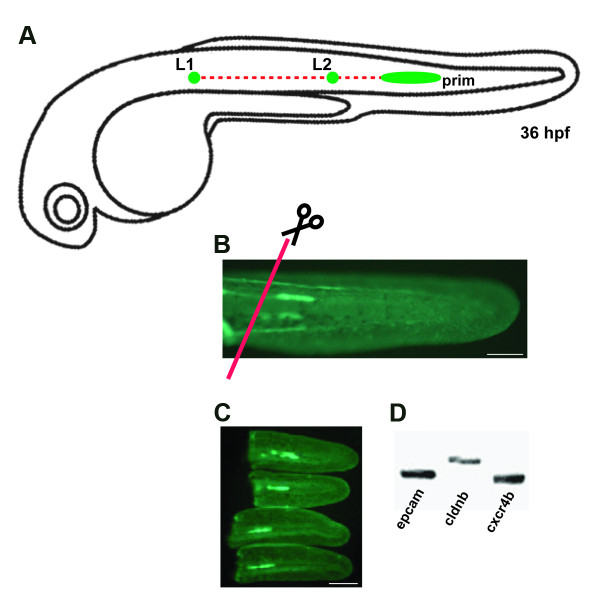
**Section of the transgenic line *cldnb:gfp***. (A) Schematic drawings of a migrating primordium of the posterior lateral line along the horizontal myoseptum at 36 hpf. (B) Transgenic *cldnb:gfp *embryo at 36 hpf, when tails were sectioned (red line). (C) Sectioned tails with GFP primordium. (d) RT-PCR of RNA derived from dissected tails of 36 hpf embryos with primer specific to three genes known to be expressed in the primordium at this stage. L1: neuromast 1, L2: neuromast 2, prim: LLP primordium. Scale bars are 50 μm in (b-c).

**Figure 2:**
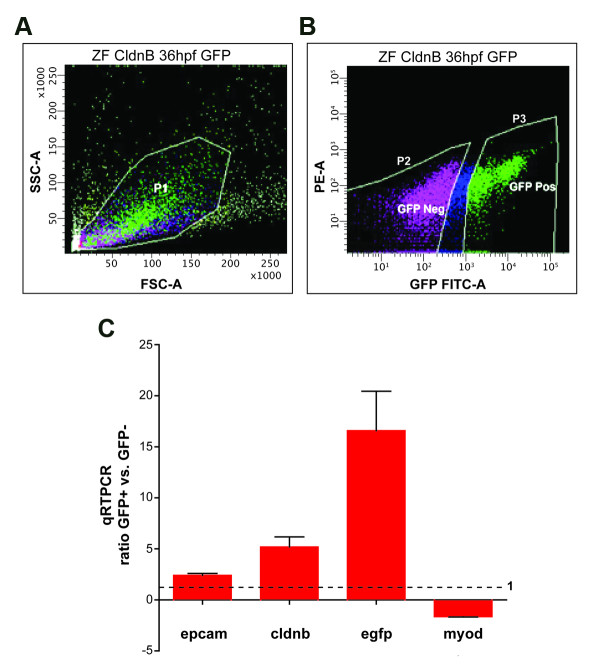
**Fluorescence activated cell sorting (FACS) of dissociated *cldnb:gfp *tails**. (A) Plot showing the P1 gate used to sort cells from tails of transgenic (*cldnb:gfp*) embryos, according to cell size (forward scatter) vs. granularity (side scatter). (B) Plot showing GFP fluorescence intensity of cells vs. Phycoerythrin (PE-A). P2 and P3 demarcate cells sorted as GFP- and GPP+, respectively. (C) Quantitative RT-PCR analysis (qRT-PCR) was performed of RNA derived from GFP+ and GFP- cells from tails of 36 hpf embryos. Real time PCR ratio was determined by normalization to *β-actin *(equal to 1, dotted line).

To confirm that we were able to achieve enrichment of primordium cells from the 36 hpf fraction by selection on the basis of GFP labeling, we prepared mRNA from both sorted samples of cells and carried out quantitative RT-PCR (qRT-PCR) using primers specific for genes known to be highly expressed in this tissue (*epcam*, *cldnb*) and a muscle-specific gene (*myod*), which should be enriched in the GFP- fraction. As expected, the *epcam *and *cldnb *mRNAs are enriched in the GFP+ population of cells while *myod *is overrepresented in the unlabeled collection of cells (Figure 2C). Similarly, qRT-PCR detection of GFP mRNA showed high enrichment (16 fold) in the GFP+ group of cells. These results indicate that we were able to purify lateral line primordium cells from zebrafish embryo tails at this stage.

### Isolation of neuromast cells (48 hpf set)

A parallel experiment was carried out using 48 hpf *cldnb:gfp *embryos to isolate cells belonging to deposited neuromasts and interneuromastic cells, lying between neuromasts (data not shown). This preparation was carried out in order to have a sample of RNA obtained from the same tissue but at a different developmental stage. Given that these cells are beginning to differentiate and they are no longer migratory, comparison with the primordium sample would allow us to discriminate between genes involved in the different cellular processes occurring during lateral line development. As in the earlier stage, RNA was prepared from GFP+ and GFP- cells obtained from 48 hpf embryos.

### Microarrays and data analysis

#### Identification of the PLL primordium and neuromast transcriptomes

For isolating lateral line-specific transcripts, we reasoned that we could subtract the transcriptome obtained from the sorted GFP- cells to the one obtained from GFP+ cells by carrying out a co-hybridization experiment using microarrays. The sorted GFP- sample contains unlabeled cell types belonging to many different tissues of the same embryos and should thus allow us to remove most housekeeping transcripts from the lateral line transcriptome. We obtained RNA from GFP labeled and unlabeled cells from two independent tail sectioning experiments for each stage analyzed. From each of these samples, cDNA synthesis was carried out and four rounds of dye labeling (including one dye swap) were done for probe generation. 

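The arrays deposited for this experiment number 16, with 8 at each stage. Each stage has 2 RNA preparations, and each preparation was hybridized on 4 arrays, 3 with the GFP+ sample in Cy5 and 1 with the dyes swapped. The 4 arrays of the second 48 hpf preparation carry 48 hpf in their titles and stage fields and 36 hpf in their source names, and they were kept at 48 hpf because both 36 hpf preparations are labelled 36 hpf throughout. For every spot the authors deposited the mean intensity in each channel, from which the image program had already subtracted the local background, together with the background itself and a quality score from 0 to 1. The authors also deposited a Lowess-normalized log2 ratio for each oligo, which was used only as an alternative. On all 16 arrays, the swapped ones included, the values are given as GFP+ over GFP-. Ratios were recomputed from the intensities and normalized within each array by loess with a span of 0.3. Oligos with an average quality score of at least 0.7, the limit in the paper's methods, were kept. The 4 arrays of a preparation hold the same RNA, so their mean was taken as 1 value and the preparation as the replicate. The number of arrays limits the precision of each value, and 2 preparations per stage limit that of each comparison. The 4 preparations were fitted together with limma, which gave each oligo a log2 GFP+/GFP- ratio and a standard error at each stage. Names could be given to 5196 of the 33982 oligos, from accessions, clone names and titles, and cover 2549 genes. Where a gene had several oligos, the brightest one was used.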

"In house" microarray slides printed with 34,000 oligonucleotides that correspond to 19,000 zebrafish-expressed sequences were co-hybridized with probes prepared from GFP+ and GFP- cDNA from each stage analyzed. Differential expression was considered significant when the average hybridization signal from all 4 hybridizations differed by a factor of more than 1.5 (p < 0.05) in either direction (Figure 3A results for the 36 hpf set, 48 hpf not shown).

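An oligo was called higher or lower in GFP+ cells when limma's adjusted p (Benjamini-Hochberg over the 30071 oligos tested) was under 0.05 and the ratio was above 1.5-fold. At 36 hpf, 3099 oligos (10.3% of those tested) were higher in GFP+ cells and 1558 (5.18%) were lower. At 48 hpf, 3144 oligos were higher and 2235 lower. The smallest ratio among the calls was 0.81 on the log2 scale at 36 hpf and 0.78 at 48 hpf, so the fold threshold removed no oligo. Arrays of one preparation and dye orientation gave closely similar ratios, with a median Pearson's r across oligos of 0.981 at 36 hpf and 0.979 at 48 hpf. Against the swapped array of the same preparation the median r was 0.737 and 0.814. Between the means of the 2 preparations of a stage, r was 0.716 at 36 hpf and 0.884 at 48 hpf, across oligos, which are not independent replicates. The median absolute difference between the preparations was 0.44 on the log2 scale at 36 hpf and 0.31 at 48 hpf. Of the oligos called higher at 36 hpf, 2873 (92.7%) had a ratio above 0 on both swapped arrays, and at 48 hpf 3112 (99.0%) did. A dye effect passed an adjusted p of 0.05 for 20658 oligos. With both dye orientations weighted equally, 2638 oligos were higher and 1461 lower at 36 hpf and 3018 higher and 2155 lower at 48 hpf. Tested against 1.5-fold rather than 0, 1223 were higher at 36 hpf and 1506 at 48 hpf. The test named in the methods, Student's t-test, was applied here to the ratios of the 2 preparations of a stage. The paper averages GFP+ and GFP- values separately, so the form of its test may differ. By the test used here, 1376 and 1623 were higher without correction and 0 with Benjamini-Hochberg correction. With 1 degree of freedom it has little chance to pass correction over so many oligos. The counts also changed when a preparation was left out. The spread is then estimated only from the stage that keeps both preparations. A changed count therefore need not come from the values of the preparation left out. Without a 48 hpf preparation, no value at 36 hpf changes. Without preparation 1 at 36 hpf, 4870 oligos were higher and 4027 lower at 36 hpf. Without either 48 hpf preparation, 1931 were higher and 669 lower at 36 hpf. At 48 hpf, 648 were higher and 139 lower without preparation 1, and 1116 and 259 without preparation 2. Without either 36 hpf preparation, 5619 were higher and 4697 lower at 48 hpf.

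**Figure D1:**
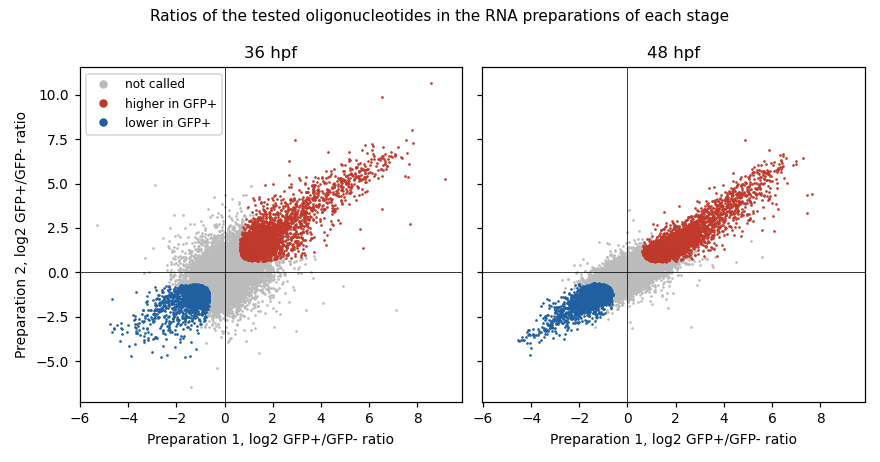
Log2 GFP+/GFP- ratios of the 30071 oligos tested, in preparation 1 (horizontal axis) and preparation 2 (vertical axis) at 36 hpf (left) and 48 hpf (right), each value the mean of 4 arrays. Red points were called higher in GFP+ cells, blue points lower and grey points neither. The points scatter more widely at 36 hpf, where r was 0.716, than at 48 hpf, where it was 0.884.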

**Figure 3:**
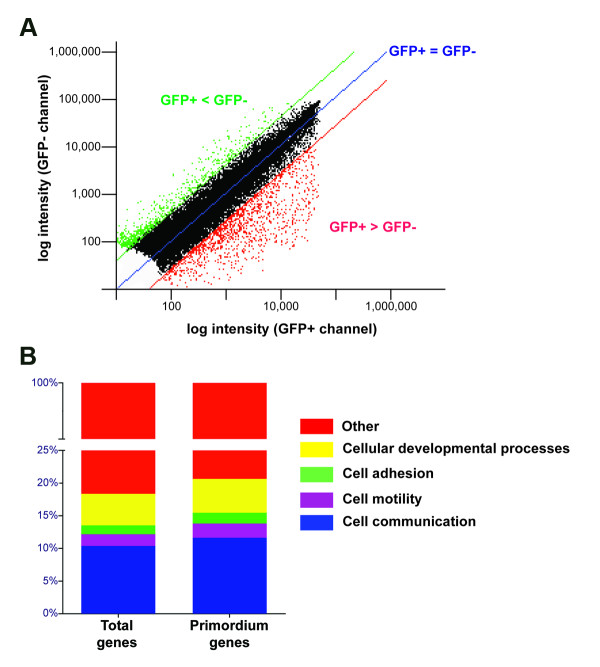
**Transcriptome analysis of zebrafish PLL primordium (36 hpf)**. (A) Scatter plot comparison of gene expression in GFP+ and GFP- in 36 hpf embryos. Each point represents a single transcript/spot on the array, plotted as function of its expression level for GFP+ and GFP-. The blue line represents equivalent expression levels for GFP+ and GFP-. The red line represents a 1.5-fold increased expression level of GFP+ vs. GFP-, whereas the green line represents a 1.5-fold decrease in expression level of GFP+ vs. GFP-. (B) Bar graphs showing the representation of selected molecular functions among the total oligos present in the microarrays and the enriched oligos in the purified GFP+ cells of 36 hpf embryos.

We have grouped the data obtained from our analysis of differentially detected sequences in a number of tables (Supplementary data). We identified 4,449 (36 hpf set) sequences enriched in the primordium, that represent 3,505 known genes and 944 ESTs that do not map uniquely to a single gene; and 3,425 genes and 575 ESTs (48 hpf set) in the neuromasts (Additional files 1 and 2, respectively). 

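Of the accessions in the paper's table for the 36 hpf set, 2137 were found on the array, and 1102 of them (51.6%) had an oligo called higher in GFP+ cells. In the table for 48 hpf, 1617 were found and 940 (58.1%) were called. The ratios computed here were above 0 for 2079 (97.3%) of the 2136 listed accessions with a tested oligo at 36 hpf and 1563 (97.2%) of 1608 at 48 hpf, and they followed the listed ratios with a Pearson's r of 0.935 at 36 hpf and 0.933 at 48 hpf, across accessions, which are not independent replicates. The listed ratios come from these same arrays, and the paper's tables hold only ratios above 1.5-fold. The signs and the correlation were therefore largely fixed in advance and are no independent reproduction. With equal weights for the dye orientations the shares called were 44.7% and 54.8%. They were 21.1% and 29.9% in the test against 1.5-fold, and 96.9% and 92.0% when the corrected test named in the methods took the 8 arrays of a stage as replicates. Without either 48 hpf preparation 34.1% of the 36 hpf table was called. For the 48 hpf table the share was 13.3% without preparation 1 at 48 hpf, 25.1% without preparation 2 and 95.1% without either 36 hpf preparation. The largest ratios at 36 hpf among calls of one sign in both preparations and dye orientations belonged to CP28B4 and CP28D18, 2 oligos without a gene name and with signals below the median of all oligos, at log2 ratios of 9.63 (standard error 0.79) and 8.20 (0.89). Ratios this large at such signals imply a very low GFP- signal, so the size and rank of these 2 are uncertain. Next came esrp1 at 7.90 (0.21), an oligo of atp1a1a.2 at 7.57 (0.25) and a dim oligo of hnf1bb at 7.47 (0.86). These are values of single oligos, and the brightest oligo of hnf1bb, at 1.61 (adjusted p = 0.0794), was not called. The lowest ratios at 36 hpf were -4.29 (0.27) for CP42N4, -4.09 (0.29) for tbx6, -4.05 (0.21) for CP24C6, -4.02 (0.34) for CP20N5 and -3.88 (0.38) for CP34A17. At 48 hpf the largest ratio was 6.87 (0.29), for CP16P17, followed by gbgt1l4 (6.64), zgc:171804 (6.55), sc:d173 (6.55) and si:ch211-105c13.3 (6.51). The lowest at 48 hpf were both oligos of klf1 (-4.35 and -4.14), both of hbaa1 (-4.19 and -4.17) and that of psmb8a (-4.11).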

Using the GeneSifter software, our data for the 36 hpf set shows representation of a wide variety of biological functions among the genes identified in this screen (Figure 3B). Gene ontology classification shows that, compared to the relative proportion of cellular functions found in the entire collection of genes represented on the array, some categories are over-represented in primordium cell mRNAs. There is an enrichment in specific biological roles that include, cell motility, adhesion, cell communication and cellular developmental processes. These results are in accordance with known biological processes occurring during migration of the lateral line primordium [8].

Given the diversity of cellular functions involved in development of the lateral line, we combined the results from our two data sets (36 and 48 hpf) and grouped some of the sequences obtained according to known biological processes or developmental pathways (Table 1). Genes implicated, for example, in cancer progression, immune function, cell adhesion and cell signaling were found in this study, many of them described previously in lateral line cells, others being novel. 

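With its gene families and shared names written out as zebrafish genes, Table 1 holds 113 genes, so it includes family members that the paper may not count as enriched. Of these, 99 had a tested oligo. By the brightest oligo of each gene, 55 were higher in GFP+ cells at 36 hpf, 52 at 48 hpf and 46 at both stages, so that 61 were higher at either stage. For 34 the ratio passed the thresholds in neither direction. The remaining 4 were lower: cdh2 at 48 hpf (log2 ratio -1.36), and wnt11 (-1.23 and -1.62), ptc2 (-0.98 and -1.45) and msxc at both stages. With any oligo of a gene allowed, 80 of the 99 were higher at either stage. The oligo was found by gene name for 82 genes, of which 44 were higher, by an accession in the paper's tables for 5, and for 12 only because an oligo's deposited values give the listed ratios at both stages, a route that selects enriched oligos. The count at either stage was 58 with equal dye weights and fell to 43 when the ratio was tested against 1.5-fold rather than 0. At 48 hpf it was 25 without preparation 1 at 48 hpf and 30 without preparation 2. At 36 hpf, foxa3 (Oprn1L22) had a log2 ratio of 6.55 (standard error 0.21), oclna 4.84 (0.29) and klf2b, whose GFP+ signal was near the top of the range, 4.57 (0.27), with adjusted p of 0.000144, 0.000366 and 0.000366, and all 3 were higher on each of the 16 arrays. The ratio of otx2 was 2.20 (0.22) at 36 hpf and 1.76 (0.22) at 48 hpf. Its adjusted p at 48 hpf, 0.00478, rose to 0.119 without preparation 1 at 48 hpf and to 0.0717 without preparation 2.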

The data provided in this work should help to pinpoint some of the molecular players in lateral line development and provides further parallels with diverse biological functions in normal and pathological situations.

**Table 1:** Upregulated genes classified according to biological process.

BIOLOGICAL PROCESS		Genes differentially expressed detected in this study
Immune system, circulatory	Directed migration	*cxcr4*, *cxcr7*, **similar to hCXCR6+**, *scyba+*; efnb*; ***slit2***; ***sema3+***, ***sema4***

	Innate immunity	*nfkbiaa*; ***irf5***, ***irf7***, ***irf11***; ***ticam1***

	Hematopoiesis	***klf2***, ***klf3+***, *klf4*, ***klf10, klf11***; ***ptgs2+***, ***ptgds+***, ***ptgisl+***

Cell adhesion, epithelial integrity		***cdh1***, ***cdh2, cdh4***, ***cdh***; ***itga6***, ***itgb4***; *cldnb*, cldn7*+, cldnh*, ocln*; *epcam*, ***pecaml+***; f11r*+; cd9*+, ***cd99+***

Morphogenesis		***arx***; ***otx1***; ***otx2***; ***sox9***

Neurogenesis		*atoh1, **atoh2+***; *bdnf*; dlx*; msx*; sox21*

DISEASE		

Cancer	Metastasis	***mmp2, mmp9***, *mmp14*; ***c-myb***, *c-myc*; *stat3*; *c-met*, ***gab1***, ***grb10***, *spint1*; *amotl2*; *st14*; ***prss8, adam9, adam23***

DEVELOPMENTAL PATHWAYS	Wnt related	***wnt4***, ***wnt8***, *wnt10*, ***wnt11***, ***fzd3***, ***fzd4***, *fzd8*, *dkk1+*, ***gsk3b***, *apc*, ***tcf2***, ***gro2***, *vangl2*

	Nodal/TGFβ-related	***ndr1+***, ***bambi***, ***smad4***, ***oep***, ***foxa1***, ***foxa3***, ***sox17+***

	FGF related	*fgf3, **fgf4, fgf8*****, *fgf13***, *fgfr1*

	Hedgehog related	***shh, ptc2***

*described only in ZFIN

+verified by qRT-PCR or in situ hybridization

The table shows a subset of the genes detected in our study that are associated with diverse biological processes. Highlighted in bold are those that have not been shown previously to be expressed in lateral line development. These functions highlight the versatility of the lateral line system for uncovering molecules important for immunity, morphogenesis, neural development and cancer.

#### Validation of the microarray data

In order to estimate the degree of success of our strategy for identifying specifically expressed sequences, we collected information from publicly available sources (ZFIN and PubMed) to identify all genes previously known to be expressed in the lateral line system (primordium and/or neuromasts). We excluded genes expressed only at the placodal stage (PLL precursors), in neural components (PLL ganglion, nerve) and in glial cells. These cell types do not express GFP in the *cldnb:gfp *transgenic line and thus would not have been purified during the cell sorting procedure. In our database survey, we found 372 genes in which specific expression in the PLL primordium or neuromasts has been convincingly described (Additional file 3). We then compiled how many of those genes where actually represented on our chips, we found 267 genes. Out of those, 148 genes where overrepresented in our two data sets (from 36 hpf and 48 hpf embryos) meaning that we were able to detect more than half of the previously described genes and had a 68% success rate if the genes were represented on the chip. 

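Additional file 3 lists 372 genes, and 116 of them could be tied to an oligo by name here, 115 to a tested one. An oligo of 42 of these genes (36.5%) was higher in GFP+ cells at 36 or 48 hpf, against 543 of the 2358 other named genes (23.0%), an odds ratio of 1.92 (p = 0.00153, Fisher's exact test, two-sided). Across genes, which are not independent replicates, this compares 1 list with the rest of the array. The listed genes had more oligos each, 2.18 on average against 1.85. With only the brightest oligo of each gene, 31 listed and 414 other genes were higher, an odds ratio of 1.73 (p = 0.0174, Fisher's exact test). Of the 42, 35 were higher at 36 hpf, 36 at 48 hpf and 29 at both stages. An oligo of 27 of the 115 genes was lower at either stage. The number of listed genes higher in GFP+ cells was 38 with equal dye weights, and it ranged from 24 without preparation 1 at 48 hpf to 59 with the uncorrected test on 8 arrays, leaving aside the corrected test on 2 preparations, which called no oligo. It was 27 without preparation 2 at 48 hpf. From the share of described genes on the chip that were overrepresented, the paper estimates the success of its strategy. It reasons that some genes will be missed, above all those that also have a function in other tissues of the tail, and that the initial capture appears to be limited mainly by which genes the array represents.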

Some genes will escape this analysis, particularly genes that have a function in both the migrating primordium and in other tissues of the tail, but the initial capture of genes enriched in the migrating primordia marked by *cldnb *expression appears to be primarily limited by representation on the array.

#### Expression and functional analysis of newly identified genes in the migrating primordium

To provide an independent verification of our results, we randomly selected 15 different cDNAs from sequences showing higher than 1.5-fold enrichment in the GFP+ cells in our 36 hpf set. 

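On the arrays, 13 of these 15 genes had a tested oligo at 36 hpf. Among them, the sequence similar to human CXCR6, with accession AW232037, had a log2 ratio of 5.95 (standard error 0.44, adjusted p = 0.000858), cd9b 5.73 (0.22, 0.000144), ptgisl 4.32 (0.33, 0.000929), ptgs2a 3.42 (0.30, 0.00163), klf3 3.16 (0.23, 0.000787) and ptgds 2.52 (0.21, 0.00127), where cd9b and ptgisl were taken from oligos whose values give the listed ratios. Among transcription factors, dlx6a (MWG20J3) had 2.04 (0.38, 0.0209) and atoh2a 1.42 (0.26, 0.0187). Each of these ratios was positive on all 8 arrays of the stage. The GFP- signal of AW232037 was above 2 background deviations on 14 of the 16 arrays, so the size of its ratio is uncertain. The calls of dlx6a and atoh2a were lost without background correction, at adjusted p of 0.182 and 0.0551, and dlx6a also without the quality filter (0.0672). Of the 3 genes marked as not enriched by qRT-PCR, sox8 (CP43O7) had a log2 ratio of 1.01 (0.21, adjusted p = 0.0266) and was called, although its adjusted p was 0.0891 without either 48 hpf preparation. The oligo of sox8 was chosen because its values give the listed ratios, so its call carries no independent weight. The brightest oligo of sema3d (CP1N21) had a ratio of -0.33 (0.21) and was not called, while its other oligo had 0.93 (adjusted p = 0.035). In all, 9 of the 11 genes enriched by qRT-PCR were called at 36 hpf by their brightest oligo and all 11 by any oligo, as were 2 of those not enriched, sox8 and lect1. Of the 11, 7 were found by gene name, and 5 of these were higher at either stage. The paper's tables of enriched genes gave the rest, 2 by accession and 2 by their listed ratios. The paper drew all 15 from sequences above 1.5-fold on these same arrays. Their calls here are therefore no independent check, whichever way the oligo was found.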

We performed qRT-PCR to confirm the presence of these transcripts in the purified primordium cells (Figure 4A). For 12 of these genes, quantitative RT-PCR reveled significant enrichment in GFP+ cells.

**Figure 4:**
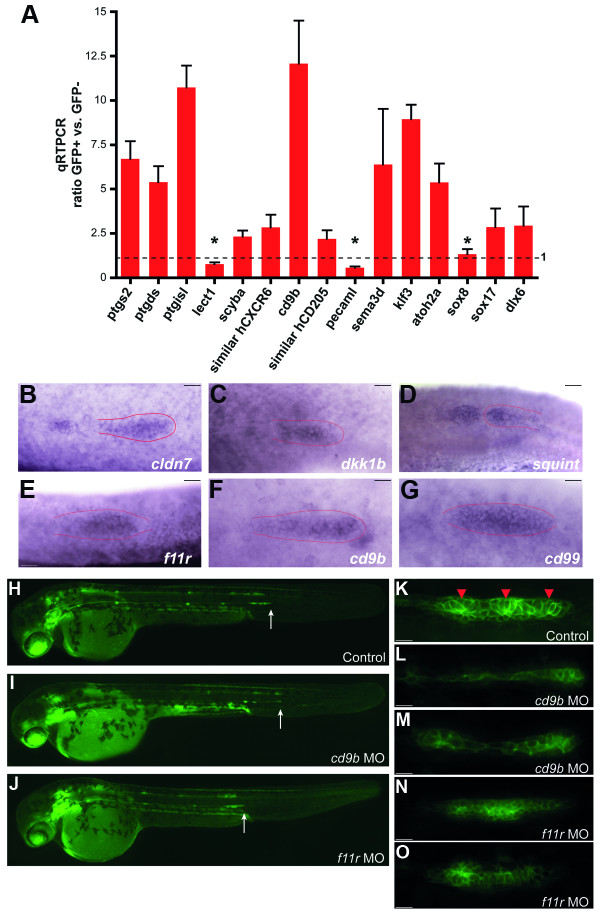
**Validation of microarray analysis**. (A) Quantitative RT-PCR for individual genes with different biological roles was performed of RNA derived from GFP+ and GFP- cells from tails of 36 hpf embryos. Real time PCR ratios were determined by normalization to *β-actin *(equal to 1, dotted line). Only 3 genes out of the 15 tested were not significantly enriched (asterisks). (B-G) *In situ *hybridization of 6 genes enriched in GFP+ cells showing a primordium specific expression pattern in 36 hpf embryos. (H-O) Loss-of-function analysis on two selected genes *(cd9b and f11r) *enriched in GFP+ cells of 36 hpf embryos. *Cldnb:gfp *embryos were injected with anti-sense morpholinos (MO) against *cd9b *(I, L-M) and *f11r *(J, N-O), and compared to control (H, K). White arrows indicate the position where the primordium is at 36 hpf (H-J). Red arrowheads indicate the rosette-like structures in the primordium (K). Scale bars are 10 μm in (B-G) and (K-O).

We wished to provide additional evidence for the success of the purification and selection strategy for identification of genes expressed highly in the lateral line system. We selected differentially expressed genes and the corresponding cDNAs were used as templates for synthesis of digoxigenin-labeled antisense RNA probes for *in situ *hybridization. Specific label was detected in 36 hpf embryos with seven of these probes in the PLL primordium and/or neuromasts (6 of them are shown in Figure 4B-G). 

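For 5 of the 6 genes shown, an oligo was tested, and all 5 were higher in GFP+ cells at both stages. Of these, 3 were found by gene name. The other 2 were tied to an oligo by their listed ratios. The paper chose its in situ genes among those differentially expressed on these same arrays. None of the 5 calls therefore carries independent weight. cldn7b (Oprn2E19) had a log2 ratio of 5.64 (standard error 0.35, adjusted p = 0.000417) at 36 hpf and 4.46 (0.35, 0.000952) at 48 hpf. dkk1b (Oprn3H08) had 3.16 and 3.24 in the 2 preparations at 36 hpf (adjusted p of their mean 0.00061) and 3.49 (0.22, 0.00043) at 48 hpf. All 5 were positive on each of the 16 arrays, and their calls held in every alternative except the test named in the methods on 2 preparations, which called 4 of them at 48 hpf without correction and, like every other oligo, none with it.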

The remaining hybridized embryos did not show specific labeling patterns or provided inconclusive results.

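On the arrays, f11r (CP18A19) had a log2 GFP+/GFP- ratio of 2.94 (standard error 0.22, adjusted p = 0.00093) at 36 hpf, with 3.07 and 2.81 in the 2 preparations, and 2.77 (0.22, 0.00107) at 48 hpf. That of cd9b was 5.73 (0.22, 0.000144) at 36 hpf, with 5.85 and 5.61, and 4.82 (0.22, 0.000233) at 48 hpf. No oligo carries either name, so each gene was tied to the oligo whose deposited values give its listed ratios at both stages.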

Two of the genes, *f11r *and *cd9b*, which displayed enriched expression in the primordium, were selected for loss-of-function analysis, based on their known roles in a large variety of physiological and pathological processes such as the immune response, reproduction and development, infectious and genetic diseases as well as metastasis, where both promote cell adhesion and motility [28-32] and also because of their unknown function in the lateral line development.

F11r (JAM-A) is a transmembrane adhesive glycoprotein that participates in numerous cellular adhesive process including leukocyte migration, intracellular junction assembly and the regulation of cell morphology and motility. In endothelia and epithelia, JAM-A localizes at cell-cell contacts with the tight junction proteins occludin and claudins [28]. In cancer, the tumor progression has been correlated with high JAM-A gene expression levels and patients were significantly more likely to develop metastasis [33]. As tumor cell motility is required early in the metastasis process, is has been speculated that increased JAM-A expression in cancer promote motility, through unregulated β1 integrin protein expression [33]. CD9 in turn, is an integral membrane protein that belongs to the family of tetraspanins and has been implicated in various biological functions, including cell adhesion, motility, metastasis, growth, signal transduction, differentiation, and sperm-egg fusion [31,32].

We inhibited translation of these genes through microinjection of antisense morpholinos (MOs) directed against the ATG region of each transcript. We injected *cldnb:gfp *transgenic zygotes and examined the development of the PLL system from 24 to 48 hpf. Neither of the two MOs elicited gross developmental abnormalities, as was the case for the corresponding control (a nonsense morpholino, not shown). In early LL development, the overall migration process seemed unaffected in either *f11rMO *or in *cd9bMO *injected embryos (Figure 4H-J, white arrows). However, in 50% of *cd9b *morphants (Figure 4L-M) and in 30% of *fr11*MO injected larvae (Figure 4N-O) at 36hpf, we observed differences in the shape and in the internal organization of the primordium compared to control primordia (Figure 4K). Differences were also seen in the neuromast deposition pattern at 48 hpf (Additional file 4). Control embryos show the stereotypical neuromast distribution (Additional file 4: Supplementary Figure 1A) while, in *cd9b *morphants, the neuromast number in the PLL is reduced (Additional file 4: Supplementary Figure 1B-C, arrows). In contrast, in *f11r*MO embryos we observed alterations in the timing and spacing of the deposited neuromasts (Additional file 4: Supplementary Figure 1D-E). These results support previous work [4-6] that the internal organization of the primordium is critical for morphogenesis and patterning of the organ, which is in turn needed for correct neuromast deposition.

#### Pathway analysis

In order to determine possible pathways and biological relationships in our 36 hpf data set, we searched for functional interactions among enriched genes using the GeneGo Bioinformatics software. Of the primordium-enriched set of 4,451 zebrafish genes, we identified 1, 911 human orthologs. We focused on the Gene Ontology (GO) terms for the following 5 categories: cell-cell adhesion, guidance, collective cell polarization, EMT remodeling and signaling (Figure 5A). All of these 5 categories have been previously implicated in collective cell migration [8]. As expected, by examining the microarray data from the migrating primordium, we detected an enrichment in genes known to be involved in cell movement, such as *cxcr4*, *cxcr7*, *fgfr*, *egfr *and *matrix metalloproteases *[34]. 

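Of 22 genes of these groups, 8 had a tested oligo that could be named, and 2 were higher in GFP+ cells at either stage, mmp9 at both and cxcr7b at 48 hpf. The log2 ratio of cxcr7b was 0.64 (standard error 0.29, adjusted p = 0.183) at 36 hpf, where the preparations gave 1.08 and 0.19, and 1.61 (0.29, 0.0153) at 48 hpf. Without preparation 2 at 36 hpf its 36 hpf ratio was called (adjusted p = 0.0455), and without preparation 1 or 2 at 48 hpf its 48 hpf ratio was not (0.252 and 0.0983). cxcr4b (Oprn3M02) had 0.28 (0.27, 0.49) at 36 hpf, with -0.12 and 0.69 in the preparations. cxcr4a, the paralog in the paper's table, had 0.63 (0.36, 0.262) by its brightest oligo and 1.33 (adjusted p = 0.0195) as the mean of its 3 oligos, which differ, and at 48 hpf the corresponding values were -0.52, which was 0.20 without preparation 2 and -1.23 without preparation 1, and 1.08 (0.0337). Among fgf receptors, fgfr2 (CP17L19) had 0.91 (0.31, 0.103), fgfr3 0.80 (0.21, 0.054), fgfr1a 0.21 (0.24, 0.559) and fgfr4 -0.28 (0.21, 0.385) at 36 hpf, and none was called. Without preparation 1 at 36 hpf, fgfr2 was called at a ratio of 1.49 (adjusted p = 0.00514) and fgfr3 at 0.89 (0.0467). fgfr3 was also called without background correction (0.0305) and with normexp (0.0422). No tested oligo was named egfr.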

We also reconstituted the functional network of candidate genes using the known interactions between human orthologs (with GeneGo), which revealed new potential crosstalk between different pathways that are essential for cell migration.

**Figure 5:**
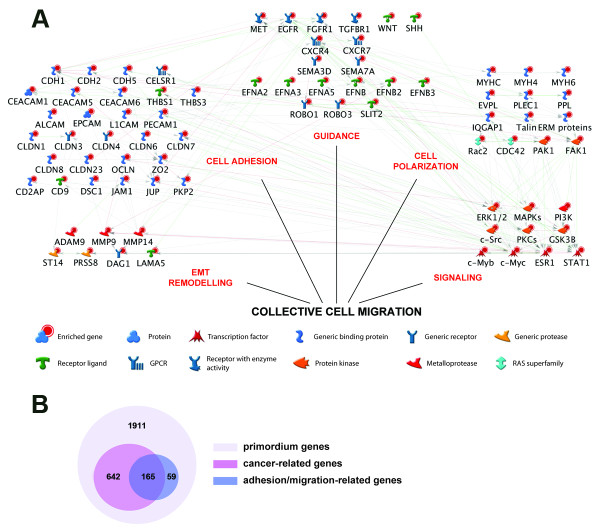
**Pathways analysis on the primordium enriched genes**. (A) Network view of primordium-enriched genes functionally linked by the MetaCore software (GeneGo). Red bubbles show the enriched genes in the purified GFP+ cells of 36 hpf embryos compared to the experimental control. Nodes were connected if functional interactions between the genes are known in their human orthologs. Genes were grouped in the network according to their role in the collective cell migration. (B) Venn diagram showing the interactions of genes enriched in the migrating primordium involve in cell adhesion-migration process and/or cancer metastasis.

Interestingly, all the enriched genes captured in these categories have demonstrated roles in cancer progression. Furthermore, the many interactions found between these groups of genes, corroborate that collective cell migration results from a complex molecular cascade where dynamic processes occur in a coordinated fashion.

Additionally, we compiled the complete list of genes with known functions in cell adhesion, migration and cancer metastasis provided by GeneGo (Figure 5B) to identify how many of those genes where represented in our dataset. Of the 1,911 primordium-enriched genes (light purple circle in 5B) we founded 807 cancer-related genes (pink circle in 5B) and 224 that are cell adhesion and/or migration-related (blue circle in 5B). Moreover, we found that 165 genes are shared by all events, confirming that cancer progression and normal cell migration in the developing zebrafish involve common mechanisms and pathways.

Thus, we propose that the PLL migrating primordium is a relevant model in which to study the diverse processes that occur during collective cell migration in normal and pathological conditions.

## Discussion

Our aim was to uncover a set of genes expressed in the lateral line primordium and in developing neuromasts, the principal components that form the mechanosensory lateral line system in the zebrafish. We took advantage of the *cldnb:gfp *transgenic line, which expresses GFP in all of the cells derived from the posterior lateral line primordium. GFP positive cells were isolated through cell sorting and the mRNA prepared from these cells was reverse transcribed and probes generated; GFP negative cells were treated similarly to generate probes for subtraction in microarray hybridization experiments. Our reasoning was that this strategy would reveal a collection of genes whose expression was specific to lateral line cells. While this experimental design allowed us to detect genes highly expressed in primordium cells in relation to other tissues -and to discard housekeeping genes-, it was obviously limited by the fact that genes expressed both in the lateral line cells and at the same time in one of the GFP negative cell types, would go undetected. Indeed, as our results show (Additional file 5), not all genes previously described as expressed in the lateral line primordium or neuromasts were recovered in our screen. 

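Of the 115 listed genes with a tested oligo, 73 were not higher in GFP+ cells at either stage. By their brightest oligo, 56 of the 73 were above the median intensity of all oligos, and 35 had ratios under 1.5-fold in either direction at both stages. Both held for 28 (38.4%). For 25 the ratio was more than 1.5-fold lower in GFP+ cells at a stage, and for 13 it was more than 1.5-fold higher without passing the p threshold. The median log2 ratio of the 115 genes was 0.19 at 36 hpf and 0.08 at 48 hpf, and 63 of them had a ratio above 0 at each stage. A median as high was reached by 147 of 10000 random lists of the same size at 36 hpf and by 2557 at 48 hpf. Tested as a list with limma's camera, the difference from the other named genes did not pass the threshold (adjusted p = 0.112 and 0.701), and over the alternatives to camera the adjusted p ranged from 0.00961 to 0.796, fry giving 0.00961 and 0.0169. Without preparation 2 at 36 hpf the camera adjusted p at 36 hpf was 0.0458, at a median of 0.08.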

To date, about 372 genes have been characterized as having high levels of mRNA expression (detectable by *in situ *hybridization) in these organs and thus may have specific roles in development of the lateral line. Our estimates, comparing publicly available data with our results, show that we have detected between half and two thirds of the genes expressed specifically in the lateral line primordium and neuromasts. We speculate that the remaining genes are either expressed simultaneously in other tissues, their expression levels are only slightly elevated in the primordium and neuromasts vs. other cell types, or the appropriate oligonucleotide is absent from the gene array that was used in this study. Despite these caveats, we believe that we have successfully identified a significant fraction of the genes expressed at two different stages of lateral line development: primordium migration and neuromast formation. Moreover, the recovery of genes previously known to be expressed in the LL indicates that the sorting process itself has relatively modest effects on their normal expression profile. Again, this result indicates that the approach followed in this work is able to correctly identify lateral line-specific genes.

Despite the evidence described above, it is also likely that a number of genes identified in our screen are not expressed in the lateral line system and represent false positive identifications. These genes could be expressed in some of the other cell types that also express GFP in the *cldnb:gfp *transgenic line. 

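Lists of marker genes were used to look for these cells. They were written before the data were examined but after the paper's tables, which hold ratios of several of these genes, had been read, so they are not blind to the outcome. Only genes whose oligo could be named without the paper's tables entered the medians and tests, because those tables list enriched genes. The 6 epidermis genes of this kind, of 12 with a tested oligo, had a median log2 GFP+/GFP- ratio of 4.56 at 36 hpf and 3.30 at 48 hpf (adjusted p = 1.81e-11 and 8.49e-10, camera with a preset correlation of 0.01, adjusted over 18 tests of 9 lists at 2 stages). Each median uses the brightest oligo of a gene, but camera took all oligos, 18 for these 6 genes and 8 for the 3 ionocyte genes. Oligos of 1 gene thus count almost as separate members, so these p-values can be too small and do not test the medians themselves. Of these, cyt1, its GFP+ signal near the top of the range, had 4.85 (standard error 0.24) and tp63 4.41 (0.23) at 36 hpf. The brightest oligo of krt5, near the top of the signal range in both channels on all 16 arrays, had -0.06, and that of krt4 had -0.01 while its other oligos had 4.84 and 3.96. As means of all their oligos, krt4 and krt5 had 2.93 and 2.34. The 3 ionocyte genes, of 5 with a tested oligo, had medians of 5.65 and 5.70 (1.00e-08 and 2.01e-07), with atp1b1b at 5.65 (0.25) and atp1a1a.3 at 5.45 (0.26) at 36 hpf. The 10 pronephros genes, of 11, had medians of 1.34 and 0.33 (0.00228 and 0.0266), and the former was 0.73 without preparation 2 at 36 hpf and 0.27 without background correction. Here slc12a3 had 1.60 (0.29) and gata3 1.45 (0.34) at 36 hpf. The 36 hpf median lies between gata3 and pax2a, at 1.24, whose signals fell to 1 in both channels. In each channel pax2a was above 2 background deviations on 12 of the 16 arrays. slc12a3 was not called without background correction (adjusted p = 0.228), without the quality filter (0.0641), with median centring (0.062) or with normexp (0.0658). gata3 was not called without preparation 2 at 36 hpf (0.107), without either 48 hpf preparation (0.0808), without background correction (0.093), without the quality filter (0.0834) or as the mean of its oligos, 0.71 (0.11). Primordium genes chosen from the paper's background and Additional file 3, 11 of 12 with a tested oligo, had medians of 0.21 and 0.11 (0.135 and 0.985 with camera, 0.00706 and 0.0144 with fry), and 3 were higher and 1 lower at 36 hpf. The twelfth, cxcr7b, found by the paper's accession, was higher at 48 hpf. That list also leaves out epcam and cldnb, which the paper uses to check the sorting and which were higher at both stages, so its median depends on the choice of members. Genes of blood and vessels had medians of -0.78 and -1.40 (2.17e-05 and 7.19e-06) and neural genes -0.15 and -0.67 (0.00883 and 0.00314), the former -0.53 without preparation 1 at 36 hpf and -0.09 without preparation 2. Muscle genes had medians of -0.18 and 0.14 (0.112 and 0.187), the test pointing down at 36 hpf and up at 48 hpf, and without ckma and actc1b, whose oligos are near the top of the range in both channels, -0.34 and 0.18. Without preparation 1 at 36 hpf the muscle median was -0.63 (1.32e-05), and at 48 hpf it ran from -0.02 without preparation 2 at 48 hpf to 0.24 without preparation 1. Notochord and mesenchyme genes had medians of -0.30 and -0.34 while the test pointed up (0.701 and 0.917) and the means were 0.04 and 0.00. With fry the calls of the epidermis, ionocyte, pronephros and blood lists held, the primordium list passed as well, and the neural calls did not. With an estimated correlation none of the 18 tests was past 0.05, and the adjusted p of the epidermis list was 0.239 at both stages.

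**Figure D2:**
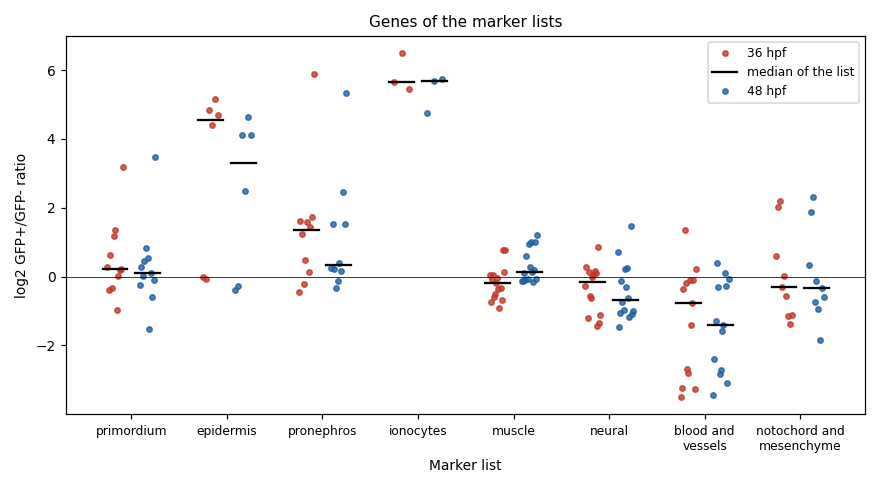
Log2 GFP+/GFP- ratios (vertical axis) of the genes of 8 marker lists (horizontal axis) at 36 hpf (red) and 48 hpf (blue), each point the brightest oligo of 1 gene averaged over 2 preparations and each black bar the median of a list. The ionocyte medians of 5.65 and 5.70 and the epidermis medians of 4.56 and 3.30 lie above those of the primordium list, 0.21 and 0.11, which leaves out epcam and cldnb, and the points near 0 in the epidermis list are the brightest oligos of krt4 and krt5, from which other oligos of these genes differ.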

In the trunk and tail of the transgenic embryos there is detectable expression of the reporter in the pronephros and in skin cells and, given the wide selection window used in the cell sorting procedure and the sensitivity of this technique, there is likely to be contamination of our sorted cell sample with these other cell types. Further exploration of the identified gene collection by *in situ *hybridization will determine the extent of false positive sequences incorporated in our sample. One strategy we followed for increasing the likelihood of identifying lateral line-specific genes was to consider only those overrepresented in both the primordium and neuromast cell selection experiments (36 hpf and 48 hpf; Supplementary Table 4). Additionally, it may be possible to obtain a superior level of enrichment if a transgenic GFP line with higher expression specificity becomes available. Moreover, a different gene identification approach might be warranted, such as deep sequencing of cDNA tags (*i.e*., SAGE) [35], which does not rely on arrayed sequences that are inherently biased.

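Higher ratios at both stages were found for 1896 oligos (1803 with equal dye weights) and lower ones at both for 888, while 17 were higher at one stage and lower at the other. Of 1203 oligos called higher only at 36 hpf, 1058 also had a ratio above 0 at 48 hpf, and of 1248 called only at 48 hpf, 1082 did at 36 hpf. The difference between the stages was tested itself: limma called 0 oligos at adjusted p under 0.05 and 3701 at an unadjusted p under 0.05. With arrays as units, a random block for the preparation and a dye term, limma called 2325. The test named in the methods called 0 on 2 preparations after correction and 2379 before it, and 12033 and 14467 on 8 arrays. Without preparation 1 at 36 hpf the limma count was 3141, and without preparation 2 it was 315. In the paper's table of both stages, 1076 of the accessions were found on the array and 609 (56.6%) had an oligo higher at both. The number higher at both stages was 612 without preparation 1 at 48 hpf, 949 without preparation 2 at 48 hpf and 2860 without preparation 1 at 36 hpf.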

This study provides a novel set of candidate genes potentially having roles in primordium organization, migration and lateral line differentiation. Formation of the lateral line system is a highly complex and coordinated process in which cell migration, morphogenesis, neural specification and cell differentiation occur simultaneously. Thus, this system offers a unique opportunity to analyze these biological processes in a simple and accessible manner, and reaffirms the conviction that the study of the general principles governing cell migration and fate determination can be studied using the lateral line of the zebrafish. Our study further opens the door for molecular dissection of these processes by increasing the repertoire of genes that are known to be expressed during lateral line development and relate these genes to diverse biological functions (Table 1).

For example, genes implicated in cancer progression and metastatic behavior such as matrix metalloproteases (*e.g*., *mmp9 *and *mmp14*) [36], the ADAM metalloproteinases (*e.g*., *adam9 *and *adam23*) [37] and the tyrosine kinase receptor *c-met*, were detected in this study. 

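The log2 ratio of mmp9 was 1.62 (standard error 0.21, adjusted p = 0.00672) at 36 hpf, with 1.73 and 1.52 in the preparations, and 1.16 (0.21, 0.0167) at 48 hpf, with 1.05 and 1.26. It was positive on all 16 arrays. At 48 hpf the adjusted p was 0.214 without preparation 1 and 0.233 without preparation 2. No tested oligo could be named for mmp14, adam9, adam23 or c-met.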

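Among effectors of the c-met receptor, stat3 (MWG6O7) had a log2 GFP+/GFP- ratio of 0.39 (standard error 0.26, adjusted p = 0.336) at 36 hpf and 2.20 (0.26, 0.00412) at 48 hpf by its brightest oligo. The mean of its 4 oligos, which differ, was 0.10 at 48 hpf (adjusted p = 0.728), and without preparation 1 at 48 hpf the brightest oligo's adjusted p was 0.0978. pak1 (MWG19L7) had 0.80 (0.21, 0.0546) at 36 hpf and 0.61 (0.21, 0.101) at 48 hpf. It passed the threshold at 36 hpf with median centring (0.0494), and at 48 hpf without either 36 hpf preparation (0.0489). gab1 (CP33A17) had -0.28 (0.24, 0.448) and 0.06 (0.24, 0.894), its preparations at 36 hpf giving -0.60 and 0.03. Of 7 mapk genes, mapk3 was higher at 36 hpf (1.30) and mapk4 lower at 48 hpf (-1.44), and the call of mapk3 was lost without preparation 2 at 36 hpf, without either 48 hpf preparation, without background correction and without the quality filter. That of mapk4 was lost without either 48 hpf preparation. The 1 named pi3k gene had -0.39 and -0.42 and was not called.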

*C-met *itself is strongly expressed in the migrating primordium [38] and we also find increased expression of downstream effectors of this pathway such as *gab1*, *shp2, stat3, pi3k, pak1 and Mitogen-activated protein kinases *[39].

Cell adhesion molecules such as *f11r*, *cd9*, *cd99 *and members of the tight junction *Claudin *family genes were also amply represented in our collection. These molecules may be important for maintaining internal tissue organization, coherence of the primordium, pro-neuromast deposition, and/or allowing coordinated multicellular movements [8].

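Oligos were named for 15 claudin genes, and 10 of them were higher in GFP+ cells at both stages, with log2 ratios from 1.49 at 36 hpf and 1.78 at 48 hpf upward. At 36 hpf, cldnh (Oprn2F24) had 5.88 (standard error 0.26), cldne 5.17 (0.28) and cldni 4.70 (0.21), with adjusted p of 0.000152, 0.000248 and 0.000152. The GFP+ signals of cldnh and cldni were near the top of the range on all 16 arrays, so their ratios can be too low, and other oligos had 6.81 for cldnh and 5.80 for cldni. Only cldnd1a was lower, at 48 hpf (-1.54), and without the quality filter, background correction or a 48 hpf preparation it was not called. Under every scaling of the arrays that was tried, 12 claudins had ratios above 0 at 36 hpf and 13 at 48 hpf.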

The collective migration of primordium cells has been the focus of intense study and others have noted the parallels of this cellular behavior with that of invasive cancer cells [6,8,26]. In both events, cells undergo an epithelial to mesenchymal transition, acquire migratory behavior, and progress through extracellular matrix to reach a target. Given the cellular and molecular equivalences between both processes (Figure 5), it should be possible to analyze in further detail some of the mechanisms implicated in cancer progression using the migratory lateral line primordium. And most importantly, we envision that it should also be possible to carry out screens for drugs that inhibit this process using zebrafish embryos, a model system used widely for *in vivo *small molecule drug screens [40].

Another biological process that shows molecular parallels with the migrating primordium is immune cell migration. The involvement of chemokines and their receptors in regulating guidance of the primordium cells is well documented. These molecules were first identified in mammals due to their involvement in homing events in the immune system though lymphocytes migrate singly rather than as ensembles of cells. In addition to the chemokine receptors *cxcr4 *and *cxcr7*, we detected *lect1 *(*Leukocyte Cell Derived Chemotaxin 1*), *scyba *and a sequence with homology to human *CXCR6 *(Gene ID: AW232037), suggesting that the high level of complexity required for directional migration of the PLL primordium may involve additional molecular components.

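By its brightest oligo, lect1 (Oprn2J09) had a log2 ratio of 1.50 (standard error 0.21, adjusted p = 0.00921) at 36 hpf and 0.54 (0.21, 0.136) at 48 hpf. The oligo with accession AW232037 had 5.95 (0.44, 0.000858) at 36 hpf, with 5.15 and 6.75 in the preparations, and 3.87 (0.44, 0.0036) at 48 hpf. The latter was not called without preparation 1 at 48 hpf (adjusted p = 0.0574). The GFP- signal of AW232037 was above 2 background deviations on 14 of the 16 arrays, so the size of its ratios is uncertain. The oligos of scyba disagree. The brightest had -0.04 (0.24, 0.927) at 36 hpf and 0.43 (0.24, 0.267) at 48 hpf, another had 2.27 at 36 hpf, and the mean of all 3 was 1.11 (adjusted p = 0.0121) and 1.08 (0.0119).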

Interestingly, a number of proteins that regulate the innate immune response were detected in our experiment. Downstream components of the transcription factor NFkB, key regulator of innate immune response, were also expressed in the primordium and/or neuromasts such as Inhibitor of *NFkappab *(*nfkbiaa*), Interferon Regulatory Factor 5 (*irf5*), *7 *(*irf7*) and *11 *(*irf11*), and *ticam1 *(toll-like receptor adaptor molecule 1, previously known as *trif*). Likewise, we found members of the prostaglandin family, such as *ptgs1, ptgs2*, *ptgds *and *ptgisl*, that regulate diverse functions of many cell types of the immune system, including T and B lymphocytes and dendritic cells [25]. It is not clear why these genes should be expressed specifically in the lateral line. 

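nfkbiaa (CP24K4) had log2 ratios of 2.80 (standard error 0.23, adjusted p = 0.00118) at 36 hpf and 3.07 (0.23, 0.000773) at 48 hpf, and irf11 (CP7M22) had 3.04 (0.32, 0.00324) and 2.76 (0.32, 0.00385). ticam1 (CP41N6) had 2.19 (0.44, 0.0246), with 1.41 and 2.98 in the preparations, and 2.67 (0.44, 0.0111). All 3 were tied to an oligo by their listed ratios. Without preparation 1 at 48 hpf, irf11 (adjusted p = 0.0605) and ticam1 (0.166) were not called at 48 hpf. ticam1 was not called at 36 hpf without background correction (0.0976) or the quality filter (0.0708). irf7 (CP20D17) had 0.95 (0.23, 0.0442) at 36 hpf and 0.17 (0.23, 0.648) at 48 hpf, and its call was lost when any 1 preparation was left out (adjusted p from 0.0585 to 0.104), with equal weights for the dye orientations (0.0581), without background correction (0.0625) and without the quality filter (0.0648). irf5 had no tested oligo.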

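At 48 hpf the log2 ratio was 4.69 (standard error 0.30, adjusted p = 0.00049) for ptgs2a, 4.25 (0.33, 0.000919) for ptgisl and 3.72 (0.21, 0.000337) for ptgds, and each was positive on all 8 arrays. ptgs1 (Oprn2I03) had 0.49 (0.38, 0.401) at 36 hpf, with 1.09 and -0.11 in the preparations, and 0.66 (0.38, 0.271) at 48 hpf, and was not called.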

One possibility is that neuromasts require a highly active innate immune system given their exposure on the body surface, and neuromast cells must respond quickly to biological hazards from the environment. Interestingly, several authors have noted a high concentration of macrophages surrounding the neuromasts, possibly part of the same defense mechanism [41].

In addition, we have detected the expression of members of well known developmental and cellular signaling pathways. Among these is the Wnt pathway, which has been shown to be crucial for primordium organization [9]. While expression of *apc*, *axin2*, *dickopf*, *frizzled 7a*, *lef1 *and *sfrp1a *have been described [6,42,43], we found new components of this pathway in our survey. Importantly, *wnt4b*, a Wnt ligand, could be implicated in segregation of the different compartments of this group of cells. Likewise, Fgf signaling has been shown as a key regulator during lateral line development [9]. 

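wnt4b (Oprn3P07) had a log2 ratio of 1.35 (standard error 0.31, adjusted p = 0.0364) at 36 hpf, with 1.87 and 0.84 in the preparations, and 1.51 (0.31, 0.023) at 48 hpf, with 1.28 and 1.74. It was positive on all 16 arrays. The 36 hpf call was lost without preparation 1 at 36 hpf (adjusted p = 0.0696), without either 48 hpf preparation (0.0761) and with print-tip loess (0.0521), and the 48 hpf call without preparation 1 (0.171) or 2 (0.237) at 48 hpf. Both were lost without background correction (0.0855 and 0.0574) and without the quality filter (0.0759 and 0.0607). Of the 9 wnt genes named, wnt8a was also higher at both stages and wnt4 at 48 hpf, while wnt1 was lower at 36 hpf and wnt11 at both. Of these, only the calls of wnt8a held without a 48 hpf preparation. lef1 (MWG11O20) had -0.40 (0.23, 0.264) and axin2 0.01 (0.22, 0.978) at 36 hpf. Of 11 frizzled genes, fzd3a and fzd4 were higher at 36 hpf and 0 at 48 hpf, while fzd10 was lower at both stages (-1.48 and -1.94) and fzd9b at 36 hpf. The higher calls did not hold without either 48 hpf preparation, nor did that of fzd4 without preparation 2 at 36 hpf.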

The Fgf ligands, *fgf3 *and *fgf10*, guide the tissue compartmentalization in the primordium for proper rosette formation, required for efficient migration [4,5]. Here, we also found new members of the Fgf pathway, such as *fgf4, fgf8 *and *fgf13*, which could be involved in primordium morphogenesis and collective cell movement. 

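fgf13 (CP43E11) had a log2 ratio of 2.16 (standard error 0.21, adjusted p = 0.00217) at 36 hpf and 0.83 (0.21, 0.0416) at 48 hpf. The latter was not called without preparation 1 (0.429) or 2 (0.325) at 48 hpf, with equal dye weights (0.0538), with median centring (0.078) or with print-tip loess (0.05). The brightest oligo of fgf8a (CP1I3) had 0.14 (0.21, 0.67) at 36 hpf and 0.61 (0.21, 0.102) at 48 hpf, and the mean of its 3 oligos was 1.04 (adjusted p = 0.0445) and 1.74 (0.00848). Without either 36 hpf preparation the brightest oligo was called at 48 hpf (0.0498). The brightest of the 3 oligos of fgf4 (CP1I9) had -0.30 (0.21, 0.352) at 36 hpf and 0.21 (0.21, 0.524) at 48 hpf. The paper's 36 hpf ratio of 0.85 lies nearest to another of these oligos, which had 0.83 here.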

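The Nodal ligand ndr1, whose former name is squint, had a log2 GFP+/GFP- ratio of 4.46 (standard error 0.22, adjusted p = 0.000195) at 36 hpf and 3.81 (0.22, 0.00036) at 48 hpf, and was higher on all 16 arrays. By its brightest oligo sox17 (Oprn3N20) had 1.49 (0.22, 0.00957) at 36 hpf and 0.81 (0.22, 0.0513) at 48 hpf. As the mean of its 3 oligos the 36 hpf ratio was 0.60 (adjusted p = 0.0873), and without either 36 hpf preparation or with normexp the 48 hpf ratio was called (0.0162 and 0.038).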

Finally, in our survey we found two genes belonging to the Nodal pathway, *squint *and *sox17*, both highly expressed in forerunner cells (FCs) of the zebrafish gastrula [44]. Nodal/TGFβ signaling has a role in the migration of the FCs and in the subsequent rearrangement into rosette-like epithelial structures during embryogenesis. Therefore, these two genes may be involved in the rosette-like organization of cells to form discrete radial clusters.

Notably, the migrating primordium and the deposited proneuromasts contain precursor cells for the diverse cell types that later on differentiate to form a functional sensory organ. Therefore, it is expected that these cells will express neural progenitor cell markers, genes related to neurogenesis, and genes involved in differentiation of the mechanoreceptor hair cells. Most of the known neural progenitor cell markers expressed in the PLL primordium and neuromasts are also expressed in other tissues, including the CNS [19]. Accordingly, these went undetected in our survey and they include *sox2*, *sox3*, *oct4, pou4f2 *and *prox1*. However, we did see overexpression of *shha *and *b*, a set of genes of the *dlx *family and members of the *msx *family, among others.

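Of these 5 genes, 3 had a tested oligo. oct4, now named pou5f1, had log2 ratios of -0.58 (standard error 0.34, adjusted p = 0.282) at 36 hpf and -0.72 (0.34, 0.197) at 48 hpf, and it was called lower at 36 hpf without preparation 2 (0.0218) and at 48 hpf without either 36 hpf preparation (0.0262). prox1 (CP3K4) had -0.16 (0.23, 0.656) and 0.11 (0.23, 0.765). pou4f2 (CP3K22) had 1.08 (0.21, 0.0221) at 36 hpf, which passed the thresholds, and 0.58 (0.21, 0.108) at 48 hpf. Its ratio was positive on 1 of the 2 swapped arrays at 36 hpf, and with equal weights for the dye orientations it was 0.70 (adjusted p = 0.0735). The 36 hpf call was also lost without background correction (0.306), with normexp (0.0634) and without either 48 hpf preparation (0.0777).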

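shha (CP5H12) had log2 ratios of 2.23 (standard error 0.27, adjusted p = 0.00537) at 36 hpf and 1.43 (0.27, 0.019) at 48 hpf, and the 48 hpf call was lost without preparation 1 (0.332) or 2 (0.0622) at 48 hpf and without the quality filter (0.0501). The brightest oligo of shhb (CP1E23) had -0.39 (0.23, 0.283) and 0.07 (0.23, 0.861), whereas the mean of its 3 oligos was 1.16 (adjusted p = 0.0298) and 1.69 (0.00867). All 8 dlx genes named were higher at both stages, with ratios from 1.78 to 4.54 at 36 hpf and from 1.69 to 4.53 at 48 hpf, dlx5a having the highest at each. At 48 hpf, 4 of the 8 were called without preparation 1 at 48 hpf and 6 without preparation 2, and without background correction 6 were called at 36 hpf. Among 5 msx genes, msxb (CP2P19) had 1.27 (0.21, 0.0135) and 1.68 (0.21, 0.00446), and msxc was lower, at -2.19 (0.28, 0.00609) and -1.55 (0.28, 0.0156). Neither was called at 48 hpf without a 48 hpf preparation (adjusted p from 0.0757 to 0.185). The mean of the 4 msxc oligos was -0.52 at 36 hpf and -0.38 at 48 hpf and was not called (0.106 and 0.19).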

The analysis of genes expressed by neurons that innervate neuromasts or by glial cells that accompany the nerve and neuromasts were beyond the scope of this study. However, they are integral components of the functioning lateral line and contribute to its development and may provide important cues for its migration and survival. For example, glial cells appear to be responsible for inhibiting neuromast formation from cells lying between neuromasts [45] by producing an inhibitory factor. The sensory neurons located in the PLL ganglion, provide afferent innervation to hair cells and the pioneering growth cone of the lateral line nerve travels together with the primordium as it migrates. The PLL neurons establish somatotopic innervation of hair cells according to their antero-posterior positions through unknown mechanisms. Clearly, there is coordination between the different components and regulatory relationships involving signaling molecules of diverse types must be playing a role in this process. We have found expression of many secreted factors in the primordium and neuromasts, which could play a role in regulation of glial or neuronal behavior. Among these, brain derived neurotrophic factor, *bdnf*, is expressed in neuromasts and may be crucial in maintaining innervation of hair cells [46].

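By its brightest oligo bdnf (CP3B15) had a log2 ratio of 2.58 (standard error 0.24, adjusted p = 0.00196) at 36 hpf and 1.54 (0.24, 0.00942) at 48 hpf, with 1.26 and 1.82 in the preparations, and it was positive on all 16 arrays. The mean of its 4 oligos at 48 hpf was 0.66 (adjusted p = 0.0639), and without preparation 1 or 2 at 48 hpf the adjusted p of the brightest oligo was 0.0932 or 0.166.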

## Conclusions

In this study, we catalogue a variety of biological process and a wide number of signaling pathways involved in lateral line development. Molecules belonging to diverse cellular and developmental processes were uncovered using this approach, demonstrating its utility for the identification of new genes involved in the morphogenesis, migration and cell type specification within the migrating PLL primordium in the zebrafish. Importantly, some of the identified gene products can also open new insights into the understanding of cell migration, which may be crucial to create efficient therapies for a variety of human diseases.

## Methods

### Zebrafish

Fish and embryos (AB and T/AB5 strains) were maintained in our facility according to standard procedures [47]. The *cldnb:gfp *transgenic line was obtained from Darren Gilmour [1]. All embryos were collected by natural spawning, staged according to Kimmel et al. [48] and raised at 28.5°C in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl2, 0.33 mM MgSO4, and 0.1% Methylene Blue) in petri dishes, as described [49]. Embryonic and larval ages are expressed in hours post-fertilization (hpf).

### Embryo dissociation and fluorescence activated cell sorting (FACS)

*Cldnb:gfp *embryos were dechorionated with Pronase (P8811, Sigma) and transferred to glass dishes. We used the posterior third of the transgenic embryos in order to avoid recovering GFP-expressing cells in tissues other than the lateral line. Fish were anaesthetized and the tail was transected with a sharp scalpel adjacent to the end of the yolk extension. Tails of embryos were recovered from 36 hpf (for isolating primordium cells) or from 48 hpf (for neuromast cells) embryos, then transferred to Hank's medium containing 0.25% trypsin and 1 mM EDTA and incubated for 15 to 30 min at room temperature during which they were dissociated mechanically by pipetting them up and down every 5 minutes. The digestion was stopped by adding fetal bovine serum to 10% and cell suspensions were then filtered through 40 μm nylon mesh, washed twice with PBS, pelleted by centrifugation at 600Xg for 2 minutes and resuspended in L-15 medium (Sigma) supplemented with 10% fetal bovine serum. FACS of single cell suspensions was performed at room temperature using a FACSAria Sorter (Becton Dickinson) with a Coherent Innova 70 laser at 488 nm and 200 mW power. GFP+ and GFP- cells were sorted directly into Trizol Reagent (Invitrogen) and stored at -80°C.

### RNA isolation and quantitative RT-PCR

Total RNA was isolated from equal numbers of GFP+ and GFP- cells by extraction with Trizol Reagent, according to the manufacturer's instructions. RNA pellets were resuspended in nuclease-free water (Ambion). RNA integrity was confirmed by visualization of the ribosomal RNA on picochips for the Bioanalyzer (Agilent). Approximately 500 ng to 800 ng RNA was linearly amplified by using the Amino Allyl MessageAmp II aRNA Amplification kit (Ambion) with yields ranging from 12 to 30 μg of aRNA. aRNA samples were split and labeled, half with Cy3 mono NHS ester and half with Cy5 mono NHS ester (CyDyes from GE Healthcare; post-labeling reagents from the MessageAmp II kit).

Quantitative PCR was performed using SuperScript™ III Platinum^® ^SYBR^® ^Green One-Step qRT-PCR (Invitrogen) using 20 ng of RNA and 5 μM gene specific-primers in a 25 μL reaction, according to the manufacturer's instructions. PCR primers were as follows: *atoh2a *5'-GCACGAGCTGTTCACCTGCTAAAAC and 5'-GACGGGATCCTCAAAGGGAAGAG

*β-actin *5'-TGGCCCCTAGCACAATGAAG and 5'-

GCCTCCGATCCAGACAGAGTAT;

*cldnb *5'-GAAGGAATTTGGATGAGCTGCGTGG and 5'-CGACAGCATGATTCCCATCAGTCCG;

*cd9b *5'-GTGATTGGAGGAGTCGGCATCG and 5'-CACTCGCGCACATTCACAAACG;

*dlx6 *5'-CCAGCAGACTCAATACCTGGC and 5'-

CCGCCTTGTTTCAACAGCTTC

*egfp *5'-GACCCTGAAGTTCATCTGCACCACC and 5'-GCGGGTCTTGTAGTTGCCGTCGTCC;

*epcam *5'-ATGGCCAGCCATTTGAGGTTGATG and 5'-GCCGTGCAAGAAAGAACAGAACCA.

*klf3 *5'-CCACAGCCAAGAGAAATCGGTC and 5'-GTGTGCGTCTATGGGCTTTCAG;

*lect1 *5'-GAGTGAAAGCTGAGGTGGCGTC and 5'-CTGGCGTCTCATTCGTGTCGC;

*myod *5'-ATGACACACCAAATGCTGACGCAC and 5'-TCTCTGTGGAAATTCGCTCCACGA;

*pecaml *5'-CGTTGGCCGGATGGTTAAATCC and 5'-GCAGCGATGGGAACTTTCACTC;

*ptgs2 *5'-CATGTTTGCTTTCTTCGCCCAGC and 5'-GTGTTGAACCTCCAGCGTCTCTC 3;

*ptgds *5'-CCTGAAGAGTGATGGTTCCTGCTG and 5'-GTCAACCACGCGCATGTCATTG;

*ptgisl *5'-GAACAACCTCCGCCTGCTTATG and 5'-GCTTGTCAAACCGGCGAAACTC;

*scyba *5'-GATGAATCGCTGTAGTACGGCCGC and 5'-CCGGATCTTCGGCCCTTTTCTTG;

*sema3 d *5'-CAGGTGTCACTGCACAGGTGCC and 5'-GTGTCCCAACAATGGCTGGATG;

*similar hcd205 *5'-GTGCGTCAGATCTCAGTAGTTTGA G and 5'-GCTAAAGCAGTGCACCGAGTGCTG;

*similar hcxcr6 *5'-GAAGAATGGCTGGAACCTGCAAC and 5'-CCGACTATGCCAGTCACAACC;

*sox8 *5'-GAACGCGTTTATGGTTTGGGCTC and 5'-CCTCCACGAACGGCCTCTTCTC;

*sox17 *5'-CCCAGACCTGCACAATGCGG and 5'-GGGCTCCAATCGCTTGTTTCG

Expression levels were determined by comparison to a standard curve from total RNA isolated from whole embryos. Values from GFP- and GFP+ samples were then normalized to *β-actin *to obtain relative expression levels. Standard deviations were calculated from triplicate measurements.

### Microarrays analysis

We used "in house" 34 K zebrafish oligo microarray chips, which was derived from three sources: Compugen (16,512 × 60 mers), MWG (14,240 × 50 mers) and Operon (3,479 × 70 mers). The whole set contains replicates of several positive (known housekeeping genes) and negative control oligos (random sequences) to control for the homogeneity and specificity of the hybridization.

Two biological replicates of GFP+ and GFP- cells were cohybridized, each with one dye swap, for a total of eight hybridizations. Hybridizations were performed overnight at 45°C in Maui Mixer FL hybridization chambers (BioMicro Systems). Microarray slide post-hybridization processing and scanning were done as previously described [50]. Data analysis to identify genes enriched in GFP+ vs. GFP- cells in pair-wise comparisons was carried out with FileMaker Pro 9 (FileMaker, Inc.) and GeneSifter http://www.genesifter.net/ software. Data points with average quality values below 0.7 were eliminated and the datasets were Lowess normalized. Normalized data were log-transformed and GFP+ and GFP- values were separately averaged over the eight experiments. Fold differences were calculated from log averages and Student's t-test with Benjamini and Hochberg correction to generate p-values that were used to determined statistical significance. The microarray data is available at NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE25617.

### In situ hybridization

Whole mount *in situ *hybridizations (ISH) were carried out essentially as described in [51], with post-hybridization washes performed by an automated liquid exchanger (Biolane HTI, Hölle & Hüttner). Plasmids containing zebrafish cDNAs and EST clones were obtained from OpenBiosystems (Huntsville, AL). Inserts from plasmids were PCR amplified using specific primers containing RNA polymerase binding sites and purified using Qiaquick columns (Qiagen). Antisense digoxigenin-labeled riboprobes were synthesized from PCR products using the appropriate bacteriophage RNA polymerase.

### Pathway analysis

Pathway analysis of the genes enriched in the primordium was done with MetaCore software (GeneGo). The known relationships between the human orthologs of the zebrafish genes were used to generate the interaction network. The network was then manually examined and curated. In addition, an extensive search of the "GeneGo processes" was done for genes known to be involved in cell migration/adhesion and cancer pathways. The primordium-enriched genes involved in two or more of these processes were identified.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

VEG designed and performed all the experiments. JL participated in the microarray and pathways analysis. AE carry out the microarray experiments. MB, EJV and VR participated in the design of the study and established the cell sorting conditions. MLA and SMB designed the experiments, contributed to the conclusions and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Table 1**. Complete list of genes enriched in microarray experiment at 36 hpf. Click here for file

Additional file 2 **Supplementary Table 2**. Complete list of genes enriched in microarray experiment at 48 hpf. Click here for file

Additional file 3 **Supplementary Table 3**. Known PLL primordium and neuromasts markers. Click here for file

Additional file 4 **Supplementary Figure 1**. Pattern of the neuromast deposition in the embryonic PLL. The number and position of the neuromasts was analyzed in control (A), *cd9b*MO (B-C), and *f11r*MO (D-E) embryos at 48 hpf. Red arrows indicate the position of the PLL neuromasts. Click here for file

Additional file 5 **Supplementary Table 4**. List of genes enriched at 36 and 48 hpf. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

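The data are 16 two-color arrays from 1 experiment. Cells of tails of claudinb:GFP embryos at 36 hpf and 48 hpf were sorted into GFP+ and GFP- cells, and amplified RNA of both was hybridized together. Each stage has 2 preparations of RNA, and each preparation 4 arrays, of which 3 have the GFP+ sample in Cy5 and 1 has it in Cy3. The 4 arrays of the second 48 hpf preparation give 36 hpf in 1 label field and 48 hpf in the others, and they were kept at 48 hpf.

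The authors deposited, for each spot and channel, a mean intensity from which the image program had subtracted the local background, with the mean and deviation of that background. Between arrays or dyes these intensities are not normalized. The deposited quality score of each spot, from 0 to 1, was also computed by the image program, which the paper does not name. The authors further deposited a table of log2 ratios of GFP+ over GFP- after Lowess normalization, without a filter on quality. In the array files the channel of the GFP+ sample comes first on all 16 arrays, whatever its dye.

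Each array file has 36288 spots, of which 35328 have an oligo, and 1346 control spots were left out, which leaves 33982 oligos. Those with a quality score of at least 0.7 on average over the arrays, 30071, were tested. Signals of at least 2 background deviations above the background were found for 87.55% to 97.07% of the oligos in the GFP+ channel and for 94.64% to 97.0% in the GFP- channel. The number of arrays limits precision, and the preparations limit it further. The log2 ratio was computed from the intensities, normalized within each array by global loess with a span of 0.3, and averaged over the 4 arrays of a preparation. limma 3.58.1 in R 4.3.3 fitted the mean of each stage to the 4 preparations, with 2 residual degrees of freedom and empirical Bayes moderation (4.05 prior degrees of freedom). Oligos with a Benjamini-Hochberg adjusted p under 0.05 and a ratio above 1.5-fold were called. The difference between the stages was tested in the same fit at an adjusted p under 0.05. The p-values of single oligos in the passages come from this moderated test by limma. Where a preparation is left out, its stage has 1 preparation, which is assumed to vary as the others do. The spread then comes from the other stage alone. A call lost or gained in this way can reflect that estimate of the spread rather than the ratio itself.

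Oligos were named by the clone name of an EST (1495 oligos), a RefSeq accession (1418), the title (1121), membership of one UniGene cluster (584), a shared accession (295) or the symbol given for the array (283). This named 5196 oligos of 2549 genes, and 28786 oligos have no name here. The accessions of the paper's tables were matched directly. Some genes that the paper lists have no named oligo. For these, an oligo was accepted when the means of the deposited log2 ratios equal the listed ratios at both stages within 2e-05. This was tested on the genes listed at both stages. Of 2109 such genes, 1629 had 1 oligo of this kind, and of 575 whose listed accession is on the array, 552 had the oligo with that accession. When the 48 hpf ratios were moved by 1 gene, 2 genes had such an oligo. Genes placed in this way were listed as enriched, so their calls carry no independent weight.

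The genes given in the text were chosen by a rule. They are every gene that the paper names as an outcome of the arrays; per stage the 5 oligos with the largest and the 5 with the smallest ratio among those called with one sign in both preparations and dye orientations; the oligos with the largest differences between the stages, of which none passed; and the members of the marker lists. The values in the paper's tables had been seen when this rule was written, and which of these genes are discussed was chosen after their values were seen. A gene with several oligos is given by the brightest. The marker lists (primordium, epidermis, pronephros, ionocytes, muscle, neural, blood and vessels, notochord and mesenchyme, and the known lateral line genes of Additional file 3) were written after the paper's tables had been read, and the primordium list, taken from the paper's background and Additional file 3, leaves out epcam and cldnb. Genes tied to an oligo only by the paper's tables were left out of these tests, since the tables list enriched genes. The lists were tested with camera of limma at a preset correlation of 0.01, over all named oligos and with adjustment over 18 tests. A gene with several oligos entered these tests with all of them, while the medians use its brightest oligo. Their medians were compared with those of 10000 random lists of the same size. The known genes were compared with the other named genes by Fisher's exact test in scipy 1.17.1.

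Alternatives changed 1 choice at a time. They were equal weights for both dye orientations; no background correction; plain subtraction of the background; median centring or print-tip loess; no quality filter; leaving out dim oligos; the deposited log2 ratios; arrays as units with the preparation as a random block and a dye term; the test named in the methods on preparations or on arrays, with and without correction; fits of each stage alone; no fold threshold, a fold of 2, or a test against 1.5-fold (treat); a block for the number of the preparation; leaving out each preparation; fry or an estimated correlation in place of the preset one; and the mean of all oligos of a gene. Normexp background correction with an offset of 50 and a block that crosses the numbers of the preparations were added after the data were seen.

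The calculation was tested on simulated data with the same 16 arrays, in which 200 oligos were changed at 36 hpf and 400 at 48 hpf. The spread between preparations was first set at 0.25, below that of the real ones. Without a dye effect, 196 of the 200 and 393 of the 400 were called, with 11 and 17 other oligos. With dye effects as large as on the real arrays, the plain mean of the 4 arrays called 194 and 391, and with them 485 and 561 oligos that had not been changed, or 71.4% and 58.9% of the calls. Equal weights for both dye orientations called 192 and 392, with 7 and 11 others. Part of the calls made with the plain mean can therefore come from the dyes. The plain mean had been set in advance, so the main counts are given with it and the counts with equal weights beside them. Where the counts differ, those with equal weights are the safer ones against dye effects, but they can also hold false calls. For the difference between the stages, in which 200 oligos were changed, the plain mean called 155, with 15 others. With the spread of the real preparations, 0.574 at 36 hpf and 0.362 at 48 hpf, a setting added after the data were seen, the plain mean called 123 of the 200 and 243 of the 400, with 39 and 1 others, and equal weights called 120 and 237, with 15 and 0. At 36 hpf these others were 24.1% of the calls with the plain mean and 11.1% with equal weights. At 48 hpf they were 0.41% and 0%. Equal weights thus did not remove the false calls at 36 hpf. Of the 200 that differed between the stages the plain mean then called 22 and equal weights 39, each with 0 others. The real arrays gave 0 with both weightings. The simulation gave every oligo of a stage the same spread, which real oligos need not have. The 0 calls therefore do not exclude as many as 200 differences of this size. On the real arrays, 3701 oligos had an unadjusted p under 0.05 for this difference (limma). Fewer or smaller differences could still be missed.

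Gene ontology groups and human orthologs were not analysed here, because the annotation used for them is not part of these data. The paper's qRT-PCR and in situ hybridization results were used only to choose genes, and their measurements were not analysed here. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 and figures with matplotlib 3.10.9.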

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

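The tests of the differences between the stages for the marker lists, of their dependence on 1 preparation, and of dye effects on the oligos lower in GFP+ cells were chosen only after the results were seen.

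In 10 quantities describing the arrays, each taken at both stages, 2 arrays stood apart from the other 7 of their stage. Chance alone sets apart about 1 in 20 such groups. On array 4 of preparation 1 at 48 hpf, 0.00294% of the oligos, or 1 oligo, had a signal of zero in the GFP+ channel, against 0% on the other 7. Beside 7 values of 0 any single oligo would stand apart, and arrays at 36 hpf reach 0.00883%, so this says nothing about the array. On array 3 of preparation 2 at 36 hpf, 87.55% of the oligos had a GFP+ signal above 2 deviations of the background, against 91.6% to 94.73% on the other arrays. The median background of the GFP+ channel on this array, 401.5, was the highest of the stage, where the median was 337.6. All 4 arrays of a preparation hold the same RNA, so no biological explanation was tested for a single array, and the technical cause was not tested.

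The marker lists for the primordium, ionocytes and muscle differed between the stages. The median log2 difference, 48 hpf less 36 hpf, was -0.36 for the primordium list (11 genes, adjusted p = 0.0130 over 9 lists, camera) and -0.79 for the ionocyte list (3 genes, 0.0130). For the muscle list it was 0.43 (15 genes, 0.00233). The other 6 lists gave adjusted p from 0.0553 to 0.939, and for the neural list the test pointed down while the median was 0.10. With fry none of the 3 passed (0.0891, 0.352 and 0.579), nor with an estimated correlation (0.443, 0.443 and 0.623). These values argue against a firm difference for any of the lists.

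The muscle difference may rest on 1 preparation. Without preparation 2 at 36 hpf the median was 0.04, and 4579 of 10000 random lists of the same size had a median as high. It was 0.84 without preparation 1 at 36 hpf, and 5 of 10000 did. For the primordium list the difference nearest to 0 was -0.12 (-0.1181), without preparation 2 at 36 hpf, and the lowest was -0.56, without preparation 1 at 36 hpf. It stayed below 0 whichever preparation was left out, but 4 preparations are too few to say whether 1 of them sets it. For the ionocyte list the differences ran from -1.05, without preparation 1 at 48 hpf, to -0.53, without preparation 2 at 48 hpf, and the same limit applies to its 3 genes. The stage of the embryos, the mixture of cells sorted at each stage and the time of sorting remain open and untested for all 3 lists.

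The paper lists oligos with higher signal in GFP+ cells, and the arrays also hold oligos with lower signal: 1558 at 36 hpf and 2235 at 48 hpf. Simulated data with dye effects gave some false calls under the plain mean, fewer at the spread of the real preparations, so dye effects could lie behind some of them. On both swapped arrays 94.93% of the oligos at 36 hpf and 95.7% at 48 hpf were lower. With both dye orientations weighted equally, 1309 of the 1558 and 1975 of the 2235 were also called, which argues against dye effects as the source of these oligos. No limit had been set beforehand for how many should keep their sign. The other 249 and 260 cannot be told apart from dye effects, because only 1 swapped array per preparation measures them. Depletion of other cell types from the GFP+ sample, as the marker lists of blood and vessels show it, remains open as a biological explanation.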

How the results depend on the processing

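Normexp background correction with an offset and the crossed block were chosen only after the data were seen, and all other alternatives before. Counts are called stable here when they stay within 1.5 times the count reported.

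In 4 alternatives the outcome could hardly have been another, and they say nothing about stability: plain subtraction, since the deposited intensities are already background-subtracted, leaving out dim oligos, which removed none, no fold threshold, since every call exceeds it, and the corrected test on 2 preparations, which has too few degrees of freedom to pass correction over 30071 oligos. Apart from these, 76 comparisons of counts and overlaps with an alternative stayed within the limit and 78 moved outside it, and all 10 with an alternative chosen later stayed. Equal dye weights, median centring, print-tip loess, the deposited log2 ratios and a fold of 2 kept every count and overlap within the limit. For oligos higher in GFP+ cells at 36 hpf these gave 2638 to 3084, and at 48 hpf 2756 to 3107. With equal dye weights 1461 were lower at 36 hpf and 2155 at 48 hpf, 1803 were higher at both, 38 known genes were higher, and the shares of the paper's tables called were 44.69% and 54.79%.

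Without background correction the counts at 36 hpf fell to 1530 higher and 728 lower, those higher at both stages to 1201, and the share of the paper's 36 hpf table called to 26.35%. Without the quality filter, which adds oligos with poor spots to the test, 2001 were higher at 36 hpf, 1457 lower at 48 hpf, and the share for 36 hpf was 30.6%. The cause was not tested for either.

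The unit and the test also moved the counts. With arrays as units, 4651 were higher and 3883 lower at 36 hpf, 4910 higher and 4238 lower at 48 hpf, 2906 higher at both, the share for 36 hpf was 81.05%, and 2325 differed between the stages. With the test named in the methods on 2 preparations, uncorrected, these were 1376, 641, 1623, 1364 and 390, the shares 21.29% and 24.92%, and 2379 differed. Corrected, it called 0 oligos in every count and 0 known genes, with shares of 0%, which says nothing about stability. On 8 arrays, uncorrected, it gave 6064, 4735, 5537, 4522 and 3446, shares of 98.55% and 98.45%, and 14467 oligos that differed. Corrected, the values were 5924, 4521, 5025, 3949 and 3158, shares of 96.91% and 91.96%, and 12033. The test on 8 arrays counts repeats of the same RNA as replicates. For the calls at a stage it also compares GFP+ with GFP- values without their pairing on an array, while the test on 2 preparations used ratios. Unit and form both changed, so its larger counts cannot be credited to the unit alone. For the fit with arrays as units, which has a random block for the preparation and a dye term, the cause was not tested.

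Fitted alone, each stage has 1 residual degree of freedom instead of 2, and 1931 were higher and 669 lower at 36 hpf and 5619 and 4697 at 48 hpf, with shares of 34.07% and 95.05%. Tested against 1.5-fold, 1223 and 376 were called at 36 hpf, 1506 and 675 at 48 hpf and 925 higher at both, with shares of 21.1% and 29.93%, as follows from the stricter test.

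Leaving out 1 preparation gave the following ranges. Oligos higher at 36 hpf ran from 1931 without either 48 hpf preparation to 4870 without preparation 1 at 36 hpf, and those lower from 669 to 4027. At 48 hpf the higher ones ran from 648 without preparation 1 at 48 hpf to 5619 without either 36 hpf preparation, and the lower ones from 139 to 4697. Higher at both stages were 612 to 2860, and of the known genes 24 to 54. The shares of the paper's tables ran from 34.07% to 77.12% and from 13.3% to 95.05%. The count that differed between the stages was 0 to 3141, the latter without preparation 1 at 36 hpf. The spread between preparations is pooled over the stages, so leaving one out at 48 hpf, where the preparations are closer, takes away the smaller spread.

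A block for the number of the preparation, which pairs them across the stages, left 0 oligos that differed between the stages, as without it. It lowered the calls, to 2218 higher and 962 lower at 36 hpf and 2425 and 1490 at 48 hpf, and pou4f2 and sox8 were not called with it. Same-numbered preparations had deviations from their stage mean with a correlation of -0.11. Crossing the numbers also gave 0, with 3352 higher and 1709 lower at 36 hpf and 3329 and 2349 at 48 hpf, a test chosen after this was seen.

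Leaving the same alternatives aside, 214 comparisons of the marker lists stayed on the same side of an adjusted p of 0.05 and 20 did not. With fry, the primordium list passed at medians of 0.21 and 0.11 (adjusted p = 0.00706 and 0.0144) and the known genes at 0.19 and 0.083 (0.00961 and 0.0169), while the neural list at -0.15 and -0.67 did not (0.0996 and 0.0922). With an estimated correlation the medians of 4.56 and 3.30 for epidermis, 1.34 and 0.33 for pronephros, 5.65 and 5.70 for ionocytes, -0.15 and -0.67 for neural genes and -0.78 and -1.40 for blood and vessels were no longer past it (0.239 to 0.443). With the mean of all oligos of each gene, the neural list at 36 hpf, at -0.33 (0.0599), and the pronephros list at 48 hpf, at 0.69 (0.0992), did not pass. Over the preparations left out, the muscle median at 36 hpf ran from -0.63, past the threshold without preparation 1 at 36 hpf (1.32e-05), to 0.12, and that of the known genes from 0.0762, past it without preparation 2 at 36 hpf (0.0458), to 0.23. The primordium median at 36 hpf ran from -0.06 to 0.69 without passing. The pronephros median ran from 0.73 without preparation 2 at 36 hpf to 1.34 at 36 hpf, and at 48 hpf from 0.28 to 0.61 without preparation 2 at 48 hpf.

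For the genes named, 1558 comparisons kept direction and call, 96 lost the call, 23 gained it and 7 reversed. The alternatives chosen later kept 152, lost 2 and gained 2. Leaving out preparation 1 at 48 hpf lost most, 27 of 156 values. All 7 reversals came with the mean of all oligos of a gene, whose oligos differ: scyba at 36 hpf (1.11), cxcr4a at 48 hpf (1.08), shhb at 36 hpf (1.16), krt4 (2.93 and 2.72) and krt5 (2.34 and 2.27). Why the oligos differ was not tested.

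Signal over background limits few calls. At least 87.55% of the oligos were above 2 background deviations in each channel of each array. For a stage as a whole, 1 called oligo at 36 hpf and 0 at 48 hpf had a GFP- signal that was not. This count does not cover single arrays. The GFP- signal of AW232037 was above this level on 14 of the 16 arrays and that of slc20a1a on 15. At the upper end, 103 oligos had signals above 30000 in both channels on all 16 arrays, a limit set after the data were seen. Their largest ratio in either direction was 0.43, so a change in them would be missed. In the GFP+ channel alone, 217 oligos were above this level on all 16 arrays, among them those of epcam, klf2b, cldnh, cldni and cyt1, and their ratios can be too low.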

Differences from the paper's values

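Values are given here as the paper's against those computed from the deposited data. A log2 ratio is taken as different when the signs differ or the gap exceeds the standard deviation between the 2 preparations. The alternatives named are those set before the data were examined, unless stated otherwise.

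For the known lateral line genes of Additional file 3, the paper's count on the array is 267 and 116 could be named here, so the group is narrower here. The paper's count of these overrepresented at either stage is 148, against 42 here, and the paper's share is 68%, against 36.5% here. With 115 of the genes tested, the count could not reach 148 under any of the 22 alternatives, so they do not test this difference. The paper's 148 of 267 is itself not 68%.

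For named genes, 118 ratios in the paper's tables were compared and 41 differ, 10 of them in sign. For 20 of the 118 the oligo was chosen because its values give the paper's ratios, so that these could hardly differ, and 1 does. Of the 86 whose oligo was found by gene name 38 differ, all 10 in sign among them, and of the 12 found by the paper's accession 2 differ. In 35 of the 41, another oligo of the gene lies nearest to the paper's ratio, within 0.1. The other 6 are those of ptgds, sox8, mmp9 and gab1 at 36 hpf and of fgf13 and wt1a at 48 hpf.

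At 36 hpf the paper's ratio is higher in most. It is 4.81524 in the paper against -0.0118 for krt4, 4.73416 against -0.0609 for krt5, 2.25659 against -0.0381 for scyba and 2.07218 against -0.39 for shhb. It is 1.70358 against 0.14 for fgf8a, 1.40829 against -0.28 for gab1, 0.919796 against -0.33 for sema3d and 0.849647 against -0.30 for fgf4. For atoh2a the paper's 2.98949 stands against 1.42, for cxcr4a 1.79978 against 0.63, for cldni 5.79079 against 4.70 and for atp1a1a.2 7.55836 against 6.49. For cldnh the paper's 6.78405 stands against 5.88, for tp63 4.93846 against 4.41, for atp1b1b 6.0184 against 5.65 and for ptgds 2.76518 against 2.52. Smaller are the gaps of msxb, 1.48051 in the paper against 1.27, and cldnb, 4.98503 against 5.16. For all of these genes no alternative closed the gap.

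For 4 genes at 36 hpf some alternatives did. The paper's ratio of sox8 is 1.00185, against 1.01 here, and no longer differs with the deposited log2 ratios. That of fgfr1a is 0.764432, against 0.21, and no longer differs without preparation 1 at 36 hpf. That of fgfr3 is 0.622876, against 0.80, and no longer differs with equal dye weights, no background correction, print-tip loess or without preparation 2 at 36 hpf. That of mmp9 is 1.47464, against 1.62, and no longer differs without background correction, with median centring, print-tip loess or the deposited log2 ratios, or without preparation 1 at 36 hpf. The other alternatives left these gaps.

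At 48 hpf no alternative closed the gaps of the following genes. The paper's ratio is 4.34684 against -0.38 for krt4, 4.78884 against -0.27 for krt5, 2.55271 against 0.0694 for shhb and 2.08135 against 0.43 for scyba. It is 2.67484 in the paper against 0.61 for fgf8a, 4.91583 against 2.50 for tp63, 5.93605 against 4.10 for cldni and 4.87707 against 3.64 for klf2b. For cldne the paper's 5.4608 stands against 4.635, for otx2 2.33247 against 1.76, for foxa3 4.46226 against 4.93 and for msxb 1.91662 against 1.68.

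In the remaining genes at 48 hpf a gap was closed by 1 or 2 alternatives. The paper's 4.74943 for cldnb stands against 4.36 and no longer differs without preparation 2 at 48 hpf. The paper's 0.872404 for lect1 stands against 0.54 and no longer differs without preparation 1 at 48 hpf. For cxcr4a the paper has 2.07913 against -0.52, which no longer differs with the mean of all its oligos. For cldnh it has 5.59816 against 5.34, which no longer differs with print-tip loess or without preparation 1 at 48 hpf. For fgf13 it has 0.807273 against 0.83, which no longer differs with the deposited log2 ratios. For dlx5a it has 3.78319 against 4.53, which no longer differs without background correction or with the mean of all its oligos. For wt1a it has 2.56201 against 1.515, which no longer differs without preparation 2 at 48 hpf.

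Of 33 genes that the discussion names as detected, 26 had a tested oligo and 19 were higher at either stage by the brightest oligo, 22 by any oligo. Of the 26, 9 were found only through the paper's tables of enriched genes, and of the 17 found by gene name 10 were higher. Those in the paper's tables that were not called with the brightest oligo were called in the following settings. With the mean of all oligos, scyba, cxcr4a, shhb, krt4, krt5 and fgf8a were called at both stages and eya1 at 48 hpf. With the test on 8 arrays, with or without correction, cxcr4a, fgfr2, fgfr3 and pak1 were called at 36 hpf and sox17, ptgs1 and fgf8a at 48 hpf, and without correction also cxcr7b at 36 hpf and fgfr3 and pak1 at 48 hpf. With arrays as units, cxcr7b, fgfr2, fgfr3 and pak1 were called at 36 hpf and sox17, ptgs1 and fgf8a at 48 hpf. With each stage fitted alone, or without either 36 hpf preparation, sox17, fgfr3, pak1 and fgf8a were called at 48 hpf. Leaving out preparation 1 at 36 hpf, fgfr2 and fgfr3 were called at 36 hpf, and leaving out preparation 2, cxcr7b was. Without background correction fgfr3 was called at both stages. pak1 was called at 36 hpf with median centring and with the uncorrected test on 2 preparations. Normexp with an offset, chosen after seeing the values, called sox17 at 48 hpf and fgfr3 at 36 hpf, and dropped 2 calls among the named genes. In no setting were sema3d, fgfr1a, gab1 or fgf4 called at 36 hpf, or lect1 at 48 hpf, by the oligo used here.

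The paper places pou4f2 among genes that went undetected, and here it was higher at 36 hpf (1.08). It was not called with equal dye weights. oct4 and prox1 were not called, as in the paper. The paper counts wnt11 among the enriched genes of Table 1, and here its brightest oligo was lower at both stages, at -1.23 and -1.62. The table names the msx family without its members, and here msxb was higher at both stages while msxc was lower, at -2.19 and -1.55. ptc2 and, at 48 hpf, cdh2 of the same table were also lower. The paper names pi3k and fgf receptors as enriched, and here none of the oligos used passed the thresholds. The paper reports sox8 and lect1 as not enriched by qRT-PCR, and on the arrays both were higher at 36 hpf, as they are in the paper's own table. The oligo of sox8 was chosen by its listed ratios, so its call carries no independent weight.

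The paper's text is not of one piece in some values. It gives 4 hybridizations in one place and 8 in another, and the deposited arrays are 8 per stage. The paper's table of both stages has 2294 accessions, while its tables for the single stages share 2500.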

Other observations

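Tests of the muscle list between preparations, of the known genes not called, and of the number of oligos also called with equal dye weights were chosen only after the results were seen.

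Of the genes used in the paper to check the sorting, cldnb had log2 ratios of 5.16 (standard error 0.22, adjusted p = 0.000144, limma) at 36 hpf and 4.36 (0.22, 0.00026) at 48 hpf. epcam, tied to its oligo by the listed ratios and with a GFP+ signal near the top of the range, had 6.30 (0.24, 0.000144) and 5.70 (0.24, 0.000221), and both genes were higher on all 16 arrays. eya1 had 1.35 (0.26, 0.0218) and 0.54 (0.26, 0.197), and its 36 hpf call was lost without background correction (0.0518) and without the quality filter (0.0504). myod had 0.06 (0.38, 0.925) at 36 hpf, with 0.81 and -0.69 in the preparations, and -0.11 (0.38, 0.859) at 48 hpf.

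Cells of other tissues that express GFP may have been sorted with the primordium. At 36 hpf the median ratio of the epidermis list was reached by 0 of 10000 random lists of its size, the fewest possible, that of the ionocyte list by 1 and that of the pronephros list by 4. The pronephros median is close to random at 48 hpf, where 1477 of 10000 lists were as high. None of the epidermis and ionocyte genes and 1 of the pronephros genes is among the known lateral line genes of Additional file 3, but the primordium is itself an epithelium and may express some of them. Of abundant transcripts, cyt1 had 4.85, and evpl and anxa1b, found only through the paper's tables, had 5.77 and 5.70. The brightest oligo of krt4 had -0.01 while its others had 4.84 and 3.96, and that of krt5, near the top of the signal range in both channels, cannot show a change. As means of all their oligos both were called higher. Expression in the primordium and other cells in the sample remain open, since the arrays do not separate them.

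The conflicting label of the second 48 hpf preparation was tested as a mislabelled sample. Across oligos, its ratios had a correlation of 0.884 (0.8839) with the first 48 hpf preparation and of 0.759 and 0.620 with those at 36 hpf. But the first 36 hpf preparation, whose labels do not conflict, is also closer to the 48 hpf preparations (0.782 and 0.759) than to the second one at 36 hpf (0.716). Correlation does not follow the stage here, so a wrong label cannot be told apart from a right one.

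Dye effects could lie behind part of the oligos higher in GFP+ cells at 36 hpf, since 3 of the 4 arrays of a preparation share an orientation. Of the 3099 oligos, 92.71% had the same sign on both swapped arrays, and 2557 were also called with equal weights for both orientations, which argues against dye effects as the source of most. No limit had been set beforehand for the first share. The 226 with the opposite sign on a swapped array and the 542 not called with equal weights cannot be told apart from dye effects, because each preparation has 1 swapped array. At 48 hpf, 32 oligos had the opposite sign and 248 were not called with equal weights.

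Muscle cells among the GFP+ cells of preparation 1 at 36 hpf may explain a difference between the preparations. The muscle list had a median 0.95 higher in preparation 1 than in preparation 2, 14 of its 15 genes were higher, and 1 of 10000 random lists had a difference as large. The lists of blood and vessels (0.61) and neural genes (0.19) were also higher in preparation 1, with 45 and 1106 of 10000 random lists as high. The brightest muscle oligos, of ckma and actc1b, were near the top of the signal range and cannot show it. A difference in the tails dissected remains open and was not tested.

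Of the 73 known genes not called at either stage, 38.36% had oligos brighter than the median and ratios under 1.5-fold at both stages, and these may have similar levels in GFP+ and GFP- cells. This share is below one in 2, and the rest are dim, lower in GFP+ cells or short of the p threshold, so the test does not settle why they were not called. It rests on the oligos that could be named.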
